# Transcript profiling of genes expressed during fibre development in diploid cotton (*Gossypium arboreum* L.)

**DOI:** 10.1186/s12864-017-4066-y

**Published:** 2017-08-31

**Authors:** Atul S. Hande, Ishwarappa S. Katageri, Mangesh P. Jadhav, Sateesh Adiger, Savita Gamanagatti, Kethireddy Venkata Padmalatha, Gurusamy Dhandapani, Mogilicherla Kanakachari, Polumetla Ananda Kumar, Vanga Siva Reddy

**Keywords:** Diploid cotton, Microarray, qRT PCR, Transcription factors

## Abstract

**Background:**

Cotton fibre is a single cell and it is one of the best platforms for unraveling the genes express during various stages of fibre development. There are reports devoted to comparative transcriptome study on fiber cell initiation and elongation in tetraploid cultivated cotton. However, in the present investigation, comparative transcriptome study was made in diploid cultivated cotton using isogenic fuzzy-lintless (*Fl*) and normal fuzzy linted (*FL*) lines belong to *Gossypium arboreum,* diploid species at two stages, 0 and 10 dpa (days post anthesis), using Affymetrix cotton GeneChip genome array.

**Result:**

Scanning electron microscopy (SEM) analysis uncovered the occurrence of few fibre cell initials in the *Fl* line as compared to many in Normal *FL* at −2 and 0 dpa. However, at 10 dpa there were no fibre cells found elongated in *Fl* but many elongated cells were found in *FL* line. Up-regulation of transcription factors, AP2-EREBP, C2H2, C3H, HB and WRKY was observed at 0 dpa whereas in 10 dpa transcription factors, AP2-EREBP, AUX/IAA, bHLH, C2H2, C3H, HB, MYB, NAC, Orphans, PLATZ and WRKY were found down regulated in *Fl* line. These transcription factors were mainly involved in metabolic pathways such as phytohormone signaling, energy metabolism of cell, fatty acid metabolism, secondary metabolism and other signaling pathways and are related directly or indirectly in fiber development. Quantitative real-time PCR was performed to check fold up or down-regulation of these genes and transcription factors (TFs) down regulated in mutants as compared to normal at 0 and 10 dpa.

**Conclusion:**

This study elucidates that the up-regulation of transcription factors like AP2-EREBP, C2H2, C3H, HB, WRKY and phytohormone signaling genes at 0 dpa and their down-regulation at the 10 dpa might have constrain the fibre elongation in fuzzy-lintless line. Along with this the down-regulation of genes involved in synthesis of VLCFA chain, transcripts necessary for energy and cell wall metabolism, EXPANSINs, arabinogalactan proteins (AGPs), tubulin might also be the probable reason for reduced growth of fibres in the *Fl*. Plant receptor-like kinases (RLKs), Leucine Rich Repeats) LRR- family protein and signal transduction coding for mitogen-activated protein kinase (MAPK) cascade, have been engaged in coordination of cell elongation and SCW biosynthesis, down-regulation of these might loss the function leads to reduced fibre growth.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4066-y) contains supplementary material, which is available to authorized users.

## Background

Cotton fibre is one of the prime naturally available raw materials for textile industry. It serves as mainstays for global economy with more than 50% share of raw material. Among all the 50 species of *Gossypium* L. only four species are widely accepted as cultivated, two of these are diploid (2n = 26) and two are allotetraploid (2n = 52) [1–3]. The bulk of world’s cotton is supplied by modem cultivars (Upland cotton) of *Gossypium hirsutum*, represents 90% of the worlds’ cultivated cotton; *Gossypium barbadanse* represents 8% and diploid cotton from the old world i.e., *Gossypium arboreum* and *Gossypium herbaceum* represents remaining 2% [2, 3]. Cotton fibre is the longest single-celled outgrowths in higher plants from individual epidermal cells on the outer integument of developing cotton fruit ovules [3–5]. Cotton fibres of *Gossypium hirsutum* range between 30 and 40 mm in length and ~15 μm in thickness [4, 5]. Recent findings depicts that the cotton is considered as model plant in cell development study and has one of the best characterized single-celled genomics platforms to date [6, 7]. Fibre development in cotton proceeds through a number of distinctive but overlapping stages: fibre initiation, fibre elongation, secondary cell wall deposition (SCWD) [8] and maturation/dehydration [6, 9–11]. In fibre initiation, which occurs around the time of anthesis (from −3 to +1 dpa), although all the cells have potential to undergo morphogenesis and productively differentiate into mature fibres, only 30% becomes mature fibre [11, 12]. Fibre elongation (0 to ~25 dpa) greatly affected by creating and maintaining high turgor pressure within the cells with peak growth rate of 2 mm/day until the fibre gain its final length [13–15]. During the period of secondary cell wall (SCW) biogenesis (~21 to 45 dpa), 90% of cellulose microfibrils deposit on cell wall which gives enough strength and flexibility to the fibres [16]. The accumulation of minerals and simultaneous decrease in water potential associated with the final stage of fibre development, maturation/dehydration (45 to 50 dpa), resulting in a mature cotton fibre [13].

Cotton fiber development is regulated by a network of genes which are associated with the different metabolic pathways such as phytohormone signaling, energy metabolism of cell, fatty acid metabolism, secondary metabolism and other signaling pathways. However, the lack of enough information about the genes and regulatory components that regulate fiber development is one of the main constrain in understanding the genetics to improve cotton fiber quality. Phytohormones such as gibberlic acid [16], auxin [16, 17], ethylene [18] and transcription factors involved in SCW formation such as MYB-TFs [19] and lipid transfer proteins (LTPs) [20] of fatty acid metabolism and brassinosteroids (BR) [16, 21] participate in different stages of fibre development.

Mutants for particular traits are powerful resources for gene expression studies and mutant plants analysis has accelerated the finding and characterization of specific gene function. In the present study, comparative transcriptome analysis was performed in desi fuzzy-lintless (*Fl*) line and normal fuzzy linted (*FL*) line at 0 dpa and 10 dpa using Affymetrix cotton GeneChip genome array. Data from the present study indicates that transcription factors involved in SCW formation and the genes involved in phytohormone-mediated signaling pathways play a vital role in regulating fibre cell initiation and differentiation and the down-regulation of several genes involved in energy metabolism and fatty acid metabolism at 10 dpa may be the probable reason for the reduced growth of fiber in the *Fl*. Transcripts related to signaling i.e. Ca^2+^ and reactive oxygen species (ROS) as well as some heat shock proteins (HSPs) and spermine synthase (SPDS3) were down regulated mainly at 0 dpa lead to reduced fiber growth. This transcriptome analysis found specific genes which are playing role in the metabolic pathways of fibre development that might be useful for further comprehensive analysis of cotton fibre.

## Methods

### Plant materials for microarray and qRT-PCR experiments

The near isogenic *Fl* (Fuzzy-lintless) line was generated by crossing *FL* and *Fl* (recurrent parent) lines at Agriculture Research Station (Cotton), Dharwad Farm, UAS, Dharwad. Morphological trait parameters such as plant height, leaf shape, number of sympodia, number of fruiting bodies, flower colour, fibre length, etc. were observed in both fuzzy-linted (*FL*) and fuzzy-lintless (*Fl*) line. Flowers were tagged with label on the day of anthesis and considered as 0 dpa (days post anthesis). Samples were collected at 0 and 10 dpa in liquid nitrogen and stored at −70 °C until used for total RNA extraction. Samples were harvested and immediately frozen.

### Scanning electron microscopy

Ovule samples were kept in tissue fixative consisting of 3% (*v*/v) glutaraldehyde in 0.1 M sodium phosphate buffer and stored at 0-4 °C (2-4 h) and then washed with 0.1 M phosphate buffer pH = 7.2 (3 × 10 min). The samples were subjected for post-fixation in 1–2% osmium tetroxide* in 0.1 M phosphate buffer** pH = 7.2 (2–4 h) at room temperature and in a light tight container. Dehydration was carried out in a graded acetone series 30% (*v*/v), 50% (*v*/v), 70% (*v*/v), (stored tissue in 70% (*v*/v) acetone for overnight), 80% (*v*/v), 90% (*v*/v), 96% (*v*/v), 100% (*v*/v) for 5–15 min each and finally washed twice with 100% (*v*/v) ethanol (15–30 min each). Samples were mounted on stubs and allowed for metal coating with Gold- Palladium alloy. The SEM images were acquired by Zeiss EVO MA10 (Carl Zeiss, Oberkochen, Germany) at 15 kV EHT. Number of fibre initials was quantified in 100 μm^2^ area using ImageJ software.

### Composition

* **1–2% osmium tetroxide solution:** 0.25 g OsO_4_ (1%) + 25 ml 0.1 M phosphate buffer and washed with 0.1 M phosphate buffer pH = 7.2 (3 × 10 min).

** **0.1 M phosphate buffer:** 15 ml of sodium phosphate monobasic stock (0.5 M) + 60 ml distilled water.

### Total RNA isolation

Spectrum™ Plant Total RNA Kit (Sigma-Aldrich St. Louis, MO) was used to isolate total RNA from samples and column digestion was performed to overcome the problems of genomic DNA contamination. The concentration and quality of total RNA was checked by NanoDrop spectrophotometer (Thermo Scientific, USA) and agarose gel electrophoresis using 1.2% of agarose gel prepared in MOPS buffer. Samples were loaded and the gel electrophoresis was carried out at 70v for 20 min and checked under UV transilluminator by absorbance spectra at 260 and 280 nm.

### Microarray hybridizations and data analysis

The microarray utilized was the commercially available Affymetrix GeneChip® Genome array (Affymetrix Inc., Santa Clara, CA) having 23,977 probe sets representing 21,854 cotton transcripts from a variety of EST databases was used for transcriptome analysis. Three biological replicates were maintained to test the reproducibility and quality of the chip hybridization. Total RNA was isolated at 0 dpa and 10 dpa stage from *FL* and *Fl* lines and used for preparation of cDNA GeneChip® 3′ IVT Express Kit. Array hybridization, staining and washing procedures were carried out according to the manufacturer’s instructions.

Differentially expressed transcripts were analyzed with GeneSpring GX-11.5 software (Agilent Technologies, CA, USA). The Robust Multiarray Average (RMA) algorithm was used for normalization of the data in order to generate single expression value for each probe set. Normalized expression values were log_2_-transformed and unpaired t-test was performed for differential expression analysis. Differentially expressed transcripts (DETs) with false discovery rate (FDR) corrected *p* value ≤0.01 and fold change ≥3 were included for further data analysis. DETs were classified using Cluster 3.0 hierarchical clustering software to profile the gene expression patterns during fibre development. To investigate the functional annotation of transcripts, the consensus sequences of probe sets present in the cotton GeneChip were mapped to the *Arabidopsis* TAIR protein database version 10 (http://www.arabidopsis.org/) by BLASTX with E value cutoff ≤ e^−10^. The DETs were also annotated based on NetAffx annotation data for cotton GeneChip (www.affymetrix.com/). Conserved sequences of all probe sets presented in cotton GeneChip were searched for putative transcription factors related to phytohormone biosynthesis and signal transduction pathways, against the *Arabidopsis* transcription factor database (http://plntfdb.bio.uni-potsdam.de, version 3.0) and *Arabidopsis* hormone database (http://ahd.cbi.pku.edu.cn, version 2.0) respectively, by BLASTX with E value cutoff ≤ e^−10^. Based on MIPS functional catalogue (https://www.helmholtz-muenchen.de/ibis/resourcesservices/genomics/funcat-the-functional-catalogue/index.html) DETs were categorized into functional groups. Further, expressions of differentially regulated cotton transcripts were visualized onto metabolic pathways using MapMan software version 3.5.0 (http://mapman.gabipd.org/ja/mapman-version-3.5.0/) [22]. The data generated in microarray analysis is deposited in the Gene Expression Omnibus database (GEO, http://www.ncbi.nlm.nih.gov/geo) at the NCBI under the Series Accession number GSE52432.

### The quantitative real-time PCR (qRT-PCR) analysis

On the basis of enrichment analysis of biological processes and expression profiles of genes differentially expressed during the initiation and elongation, 16 genes were selected for verification of the microarray data. cDNA was prepared with AffinityScript QPCR cDNA Synthesis Kit (Stratagene, Agilent Technologies, USA), following manufacturer protocol to make up a total reaction volume of 20 μL using 1 μg of total RNA. PrimerQuest software (http://eu.idtdna.com) was used for designing Gene specific qRT-PCR primer (Table 1). The qRT-PCR analysis was then carried out in triplates using a MX 3005P Real-Time PCR system (Stratagene, USA) equipped with a 96 well plates system with the SYBR green PCR Master mix reagent (Stratagene). The *GhPP2A1* gene (Accession No: DT545658) from *Gossypium hirsutum* was used as reference gene to normalize the expression values [23].

**Table 1:** List of genes and TFs validated through qRT-PCR

S. no.	Gene_ID	Fold change	Regulation	Stage	GenBank ID	Closest Arabidopsis homolog	Description	Forward Primer	Reverse Primer
Gene 1	GhiAffx.7054.1.S1_at	16.50139	Up	0 dpa	DW509967.1	AT5G59550.1	zinc finger (C3HC4-type RING finger) family protein	ACTTCCACCATGAGACCTCAAGCA	ATTCGGGTCATGGAGATGTGACGA
Gene 2	GhiAffx.2527.1.S1_s_at	151.18683	Down	0 dpa	DW497370.1	AT5G53120.6	spermidine synthase 3	CAACATGCAGGTGAAATCGGAACC	CAAGCAAACACATTGCTGCGTCAC
Gene 3	Ghi.8931.1.S1_a_at	87.72372	Down	0 dpa	DT457712	AT4G27520.1	unknown	TTCAGCTAAGCCCGTTTACACCCT	TGAAACAACGGGAGTTGAAGAGGC
Gene 4	Ghi.7853.1.S1_at	5.8283057	Down	0 dpa	AF443118.1	AT1G01630.1	Sec14p-like phosphatidylinositol transfer family protein	TCCGCTAAAGCGAGGGAAGAAGAA	GGAACATGCTCGATGCTTTCTCCA
Gene 5	Ghi.7950.1.S1_at	81.1664	Down	10 dpa	AY366083.1	AT5G06720.1	peroxidase 2	CGCTTTGTCCGGTGTTCACACATT	TGTTTGCATATGTCGCGTTGAGGG
Gene 6	GhiAffx.46297.1.S1_s_at	58.77188	Down	10 dpa	AI054544	AT4G17030.1	expansin-like B1	ATCCGTCGATATTTGGCAGGAGGA	TCAACTGATGTTCTCCCGATGGCA
Gene 7	Ghi.3370.1.A1_at	45.29446	Down	10 dpa	DT463939	AT1G33590.1	Leucine-rich repeat (LRR) family protein	AGGCGATAATGGAGGTCCACACAA	CCTGCGGCGATTAATGGGTTCAAT
Gene 8	Ghi.8023.1.S1_at	39.720764	Down	10 dpa	DQ116443.1	AT1G12010.1	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	ACCAAAGTCAGCAACTACCCTCCA	TTGAGGAGTTGAAGCCCACTGACT
Gene 10	GhiAffx.19125.1.A1_at	19.172623	Down	10 dpa	DW487672.1	AT1G12780.1	UDP-D-glucose/UDP-D-galactose 4-epimerase 1	AGGTTGGCCATAGACTGTTGCAGA	AAAGTGTCGGTAACCCTCGTCGTT
Gene 11	Ghi.6496.1.S1_a_at	18.636307	Down	10 dpa	CD486227	AT4G02380.1	senescence-associated gene 21	AGAGAAGGTTTCATGGGTTCCCGA	ACTTCTTCAAGAGGGTGGCTCTGA
Gene 12	Ghi.1552.1.S1_s_at	18.200262	Down	10 dpa	DN779868	AT1G47960.1	cell wall/vacuolar inhibitor of fructosidase 1	GCAGATCACAGCGCTGCTTAAAGT	TCGCCTTTCGTGACAGCTTCTACA
Gene 13	Ghi.8448.1.S1_x_at	11.607274	Down	10 dpa	AF521240.1	AT5G12250.1	beta-6 tubulin		
Gene 14	Ghi.6088.2.A1_s_at	10.754808	Down	10 dpa	DV849489	AT3G45640.1	mitogen-activated protein kinase 3	TGAGCAGCAACCATTGGGAGAAGA	ACTTGGACTGGCGCACTTAGAAGA
Gene 15	Ghi.5521.1.A1_s_at	8.330377	Down	10 dpa	DT047436	AT5G01210.1	HXXXD-type acyl-transferase family protein	TCAATAGCTGCCATAGTTTCCGGC	TTGAAGTTGGCAGTTAGGAGTGGC
Gene 16	Gra.2314.1.S1_at	6.476485	Down	10 dpa	CO126415	AT3G13750.1	beta galactosidase 1	CGAGAGGCAATGAACCGTTAGCTT	GGCATAATCACAAGCACCGCAACT

## Results and discussion

### Morphology of fuzzy-lintless (*Fl*) and fuzzy-linted (*FL*) line

Morphological traits of *Fl* line were similar to that of Fuzzy-linted line (*FL*) except for their fuzz and lint which represents less fuzz and normal lint (fibre length-28–30 mm) whereas, more fuzz and no any elongating fibers in fuzzy-lintless (*Fl*) line. There was no difference with respect to leaf colour, shape and hairiness. In both lines leaves were green, okra in shape and medium in hairiness. Stem was pigmented with medium hairiness. Both the genotypes possess medium round bolls and were pale green in colour with pointed nature. With respect to flower also, petal colour, anther colour and pollen colour was yellow, similarly anther filament colour was light yellow and normal sepal shape. The sympodial branching was alternative in both lines. Although they were not perfect isogenic lines, derived from BC_1_F_1_.

Ovules of *Fl* line were compared with *FL* line through SEM analysis to investigate the differences in early stages of fibre development and it revealed that the presence of very few fibre cell initials in the *Fl* line as compared to *FL* line (Fig. 1). Fibre initials could be seen two days before anthesis (−2 dpa) as well as on the day of anthesis (0 dpa) in the *FL* line. But, the elongating fibre cells were distinctly observed only in fuzzy-linted (*FL*) line represented in Fig. 1. This implicates the mutant gene functions in an early stage of fibre cell differentiation.

**Fig. 1:**
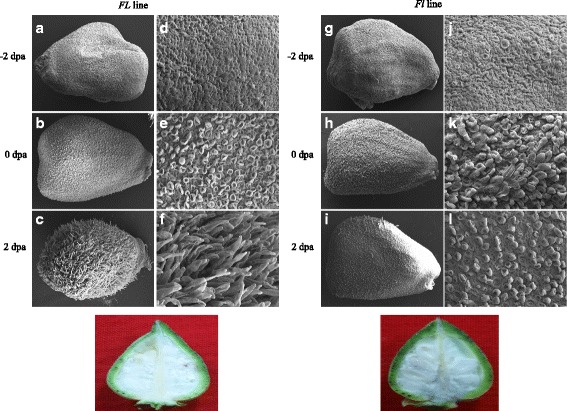
Images of developing fibre initials under Scanning Electron Microscopy (SEM). Images of SEM pictures of complete ovules (**a**, **b**, **c**, **g**, **h**, **i**) and epidermal layer of ovules showing development of fibre initials (**d**, **e**, **f**, **j**, **k**, **l**) in *Gossypium arboreum* (*FL* line) and its near isogenic *FL* line and mature seeds with elongated fibres in *FL* line (M) and in *Fl* line (N) are presented

### Transcriptome and cluster analysis of differentially expressed transcripts

To study the fibre development, a genome wide expression analysis was carried out at 0 and 10 dpa using ovules of fuzzy-linted line (*FL*) and fuzzy-lintless (*Fl*) line. 

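Ovules of the fuzzy-linted (*FL*) and fuzzy-lintless (*Fl*) lines of diploid cotton were compared at 0 dpa, when fibre cells initiate, and at 10 dpa, when they elongate. The paper states that the lines were not perfectly isogenic. A difference between them may therefore come from genetic background, which the arrays cannot tell apart from the lintless trait. Each line and stage had 3 arrays, 12 arrays in all, each from a separate biological replicate. A probe set is a group of short probes made against a transcript, and each transcript level given here is the signal of a probe set. The authors labelled the RNA as biotinylated cRNA and hybridized it to the cotton GeneChip. They summarised the signals by robust multi-array average (RMA) in GeneSpring GX-11.5 on the log2 scale, and called transcripts by an unpaired test with a false discovery rate of 0.01 and a fold of 3. The deposited table held 21791 probe sets for transcripts and 98 for controls, against 23977 that the paper gives for the array, and the paper's text does not name the filter between them. In that table every probe set has a median of 0 over the 12 arrays, a centring that the paper's text does not name. Differences between groups are unaffected by it, but absolute brightness and calls of presence cannot be had, so a level is given relative to the median of its probe set. The array medians were 0.0244, 0.0160 and 0.0048 for *FL* at 0 dpa and 0.0105, 0.0047 and 0.0179 for *Fl* at 0 dpa. At 10 dpa they were -0.0227, -0.0161 and -0.0513 for *FL* and -0.0025, 0.0021 and -0.0079 for *Fl*. The spread of values over all probe sets was widest on the *FL* arrays of 10 dpa, with SDs of 0.489, 0.501 and 0.494 against 0.347 to 0.364 on the other arrays. The 12 arrays were fitted together in limma with a mean for each group, and a transcript is called differentially expressed (a DET) at a Benjamini-Hochberg adjusted p of 0.01 or less with a fold of 3 or more. The same fit gave the change between 0 and 10 dpa within each line and the interaction, which is how far the difference between the lines changed from 0 to 10 dpa. Gene names are those of the paper's tables. Each is the closest *Arabidopsis* homolog, a match in another species that is given here with its locus, and several probe sets can share a name. Some matches are weaker than the E value cutoff of the paper's methods, so their names are less certain. Among these are ROTUNDIFOLIA like 12, allene oxide synthase, the ribonuclease H-like transcript (AT2G04420.1) and a lipid-transfer protein (AT3G22600.1). Of the 136 probe sets named, 77 have an identifier ending in _s_at, _x_at or _a_at, whose probes can also take up the signal of close relatives in a gene family. The record of replicate 1 of *FL* at 10 dpa gives 0 dpa in its stage field and 10 dpa in its title and source, and it was grouped as 10 dpa. Over all probe sets its values correlated with the other *FL* arrays of 10 dpa at 0.914 and 0.915 and with the *FL* arrays of 0 dpa at -0.565 to -0.555, correlations across probe sets, which are not independent replicates. Bacterial transcripts that are spiked into each hybridization as controls had a mean of 0.41 ± 0.12 (SD, n = 3) in *FL* and -0.24 ± 0.029 (SD, n = 3) in *Fl* at 0 dpa. Their difference of -0.65 had an exact permutation p of 0.10 (two-sided), the smallest that 3 arrays against 3 allow, and at 10 dpa it was -0.15.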

Labeled RNA was hybridized to Affymetrix cotton GeneChip Genome array. After statistical analysis, transcripts with *p* value ≤0.01 and fold change ≥3.0 were considered as differentially expressed in *Fl* line and the number of DETs identified at 0 and 10 dpa in *Fl* line are compared with their respective stages in *FL* line (Fig. 2a). Maximum number of transcripts (220, 79.14% of total DETs) showed differential expression at 10 dpa whereas, only few transcripts (58, 20.86% of total DETs) showed differential expression at 0 dpa. 

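Among differences of at least 3-fold, those of *Fl* ovules from *FL* were mostly increases at 0 dpa and mostly decreases at 10 dpa. At 0 dpa 83 of 21791 transcripts were DETs, 69 higher and 14 lower in *Fl*, and at 10 dpa 270 were DETs, 43 higher and 227 lower. At any fold, with adjusted p at most 0.01 (Benjamini-Hochberg in limma), 1078 were higher and 1144 lower at 0 dpa, and 1993 higher and 2114 lower at 10 dpa, so the imbalance lies in the large differences. The highest in *Fl* at 0 dpa was an Integrase-type DNA-binding protein of the ethylene response factor group (AT1G19210.1), with a log2 difference of 4.11 (standard error 0.13, adjusted p = 2.1e-09, Benjamini-Hochberg in limma, 3 arrays per line). Others among the highest were transcripts for proteins of unknown function (AT4G29780.1 at 3.84, AT5G17350.1 at 3.42) and ROTUNDIFOLIA like 12 (AT4G13395.1) at 3.69, whose family of small peptides acts on organ shape in *Arabidopsis*. Among the highest in *Fl* at 10 dpa were a transcript for a leucine-rich receptor-like kinase (AT5G01890.1, 2.94) and a transcript with no homolog in the tables (4.33), together with cell wall transcripts. A lectin with a mannose-binding domain (AT1G78860.1) was among the lowest, 84.3-fold lower in *Fl* (standard error 0.15, adjusted p = 4.2e-11, Benjamini-Hochberg in limma). Of the 58 transcripts of Table S1, 55 were DETs here, and of the 220 of Table S2, 217 were, all in the direction the tables give, though after quantile normalization repeated over the arrays 137 of the 220 were. Every DET had all 3 *Fl* arrays on the same side of all 3 *FL* arrays, which held for 35.6% of all probe sets at 0 dpa and 43.2% at 10 dpa, where chance gives 10%. At 0 dpa, where the hybridization controls differed by -0.65 on the log2 scale between the *Fl* and *FL* arrays, centring each array on those controls, an alternative chosen after the data were seen, gave 192 higher and 4 lower, and quantile normalization gave 28 lower at 0 dpa and 136 lower at 10 dpa, with the lectin 27.2-fold lower. Quantile normalization gives every array the same spread, and in these centred values large differences themselves widen the spread of an array. It can therefore shrink such differences by construction, so a fold under 3 after it does not by itself speak against them. Under the unpaired test of the paper's methods, 15 were higher at 10 dpa, and ROTUNDIFOLIA like 12 was not a DET.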

8 DETs were found common in both 0 and 10 dpa (Fig. 2b).

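Spermidine synthase 3 (AT5G53120.6), an enzyme of polyamine synthesis, was among the 17 DETs common to both stages, 152-fold lower in *Fl* at 0 dpa and 168-fold lower at 10 dpa. A transcript of unknown function, which Table 1 matches to AT4G27520.1, was 88.3-fold lower at 0 dpa and 56.5-fold lower at 10 dpa, with log2 standard errors of 0.17 (3 arrays per group). A ribonuclease H-like transcript (AT2G04420.1) and a transporter of the major facilitator superfamily (AT5G62680.1) were also lower at both stages, by log2 differences of -4.61 and -3.03 and of -2.11 and -1.66. With a pair that has no name in the tables, 6 transcripts were lower at both stages, where 0.146 would be shared if the stages were independent, and both comparisons use separate arrays. Another 4 were higher at both stages, among them a transcript with no homolog at 2.34 and 2.96. The other 7 were higher in *Fl* at 0 dpa and lower at 10 dpa, and none ran the opposite way. They included terpene synthase 21, which makes sesquiterpenes (AT5G23960.2, 2.42 and -1.69), and ethylene responsive element binding factor 1 (AT4G17500.1, 1.74 and -2.31). Of the 6 lower at both stages, none was a DET between the stages within *Fl*, where spermidine synthase 3 differed by -0.12 and the transporter by -1.32. Among all probe sets 2.91% were DETs between the stages in *Fl*. With the unpaired test of the methods the common DETs numbered 8, with none higher at both stages and 3 higher and then lower. After centring on the hybridization controls they numbered 40, with 25 higher at both stages, 12 higher and then lower, and 3 of the 6 still lower at both, since the transporter (2.74-fold at 0 dpa) and the pair with no name were not called. With quantile normalization repeated over the arrays 7 were higher at both stages, as without *FL* 10 dpa replicate 1 or *Fl* 10 dpa replicate 1, and spermidine synthase 3 was 319-fold lower at 0 dpa and 88.8-fold at 10 dpa, and the transcript of unknown function 176-fold and 27.9-fold.

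**Figure D1:**
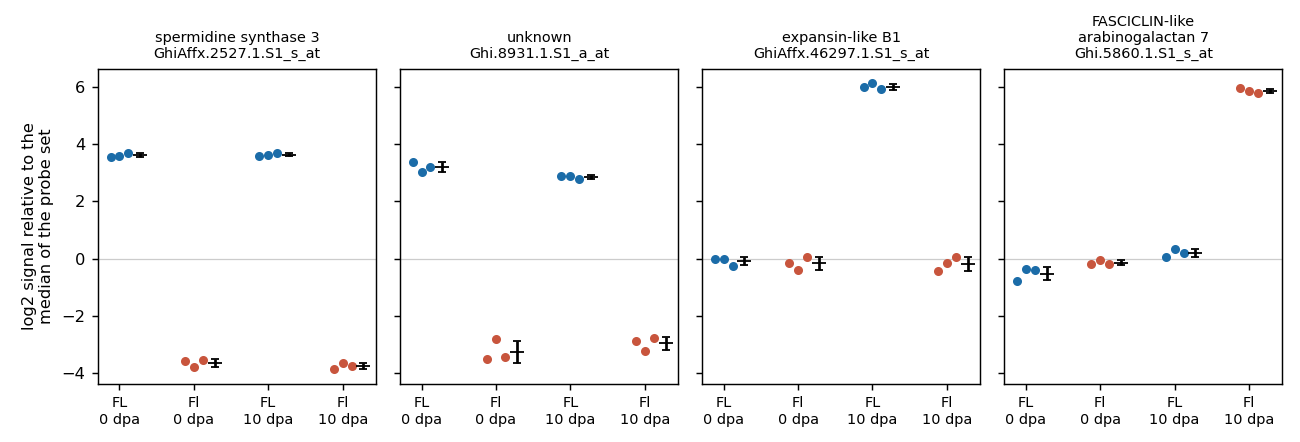
Log2 level relative to the probe set's median (y axis) on each of the 3 arrays per line and stage (x axis) for spermidine synthase 3, the transcript of unknown function, expansin-like B1 and FASCICLIN-like arabinogalactan 7, with points for arrays and bars for means with SD. The first pair is lower in *Fl* at both stages, expansin-like B1 is high in *FL* at 10 dpa alone among the 4 groups, and FASCICLIN-like arabinogalactan 7 is high in *Fl* at 10 dpa.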

**Fig. 2:**
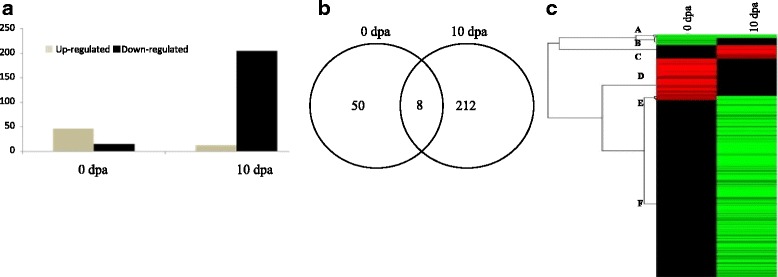
Transcriptome analysis during fibre development stages normal fuzzy linted (*FL*) lines and fuzzy-lintless (*Fl*) line. **a** Number of differentially expressed transcripts (DETs) in *Fl* line as compared to their respective stages in *FL* line at fibre initiation (0 dpa) and elongation (10 dpa) stages. **b** Venn diagram showing the commonly up- and down regulated transcripts between 0 and 10 dpa stages in *Fl* line. **c** Hierarchical cluster analysis of differentially expressed transcripts (fold change ≥3) in *Fl* line as compared to their respective stages in *FL* line at 0 dpa 10 dpa. A to E indicates the five major clusters. Cluster A: Commonly down regulated transcripts at 0 and 10 dpa in *Fl* line Cluster B: Only down regulated transcripts at 0 dpa in *Fl* line (8 DETs) Cluster C: Only up-regulated transcripts at 10 dpa in *Fl* line (15 DETs) Cluster D: Only up-regulated transcripts at 0 dpa in *Fl* line (42 DETs) Cluster E: Up-regulated at 0 dpa and down regulated at 10 dpa in *Fl* line (4 DETs) Cluster F: Only down regulated transcripts at 10 dpa in *Fl* line (197 DETs)

Further to profile the gene expression patterns during fibre development, 278 DETs were classified using hierarchical clustering software Cluster 3.0. The expression patterns were separated into six major clusters (A–F) based on tree branching (Fig. 2c). 

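Sorted by stage and direction at the same thresholds, 8 DETs were lower in *Fl* at 0 dpa and not called at 10 dpa, among them a Sec14p-like lipid transfer transcript and allene oxide synthase. Higher at 0 dpa and not called at 10 dpa were 58 DETs, such as the ROTUNDIFOLIA like 12 and Integrase-type transcripts. FASCICLIN-like arabinogalactan 7 was among 39 that were higher at 10 dpa and not called at 0 dpa, and these had 214 counterparts that were lower at 10 dpa and not called at 0 dpa, such as peroxidase 2 and expansin-like B1. A call at 1 stage does not by itself show a difference between stages, which the interaction tests. These counts depend on the normalization. Quantile normalization repeated over the arrays gave 22 lower at 0 dpa alone and 121 lower at 10 dpa alone, and centring on the hybridization controls gave 1 lower and 155 higher at 0 dpa alone, while under the unpaired test of the methods 5 were lower at 0 dpa alone and 15 higher at 10 dpa alone.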

Transcripts expressed in *Fl* line as compared to normal line (*FL*) during each stage within each cluster are presented as Cluster A representing 4 DETs commonly down regulated at 0 dpa and 10 dpa; Cluster B represents 8 DETs down regulated at 0 dpa; Cluster C represents 15 DETs up-regulated only at 10 dpa; Cluster D represents a maximum of 42 DETs up-regulated at 0 dpa; Cluster E represents 4 DETs up-regulated at 0 dpa but found down regulated at 10 dpa whereas, Cluster F depicts a maximum of 197 DETs down regulated at 10 dpa. These results indicate that differential expression of some genes between *Fl* and *FL* may control fibre cell initiation and elongation. 

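The transcripts higher in *Fl* at 0 dpa were, for the most part, ones that fell in *Fl* between 0 and 10 dpa and did not fall in *FL*. Of these 69, 50 were lower at 10 dpa than at 0 dpa in *Fl*, and none in *FL*, where 11 were higher. Their interaction was negative in 59. The unknown protein (AT4G29780.1) fell by 4.71 on the log2 scale within *Fl* and differed by 0.38 within *FL* (interaction -5.09, standard error 0.13, adjusted p = 3.5e-10, Benjamini-Hochberg in limma, 3 arrays per group). The 227 lower in *Fl* at 10 dpa behaved differently. In *FL* 160 of them rose from 0 to 10 dpa, in *Fl* 25 did, and the interaction was negative in 198. Whole ovules were measured, and by the paper's electron microscopy only those of *FL* bore elongated fibre cells at 10 dpa. A rise may therefore reflect a larger share of fibre cells as well as levels within cells. The mannose-binding lectin (AT1G78860.1) rose 129-fold in *FL*, where its log2 change was 7.01 (standard error 0.15), and changed by 0.70 in *Fl*. Glutamine-dependent asparagine synthase 1 (AT3G47340.1), which stores nitrogen as asparagine, rose by 6.75 in *FL* and 2.25 in *Fl*. In all, 355 transcripts had a line difference that changed between the stages, 335 of them toward lower in *Fl*. At any fold, with adjusted p at most 0.01 (Benjamini-Hochberg in limma), 1263 changed toward higher and 1432 toward lower, and after quantile normalization repeated over the arrays 47 and 265 passed the 3-fold threshold. These stage comparisons use the same *Fl* arrays of 0 dpa and the same *FL* arrays of 10 dpa as the line comparisons, so the counts of shared transcripts are not independent, and after centring on the hybridization controls 600 had an interaction. The paper proposes from the differences between *Fl* and *FL* at the 2 stages that some of these genes control fibre cell initiation and elongation.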

In the following studies, the key genes responsible for such difference between these lines are mentioned clearly.

### Annotation and functional classification of DETs

DETs were annotated based on TAIR database (http://www.arabidopsis.org). It was observed that out of 278 DETs, 239 (85.97%) were matched with *Arabidopsis* gene models with *E* value ≤ e^−10^ (Additional files 1 and 2). 

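Of the 336 transcripts called at either stage, 229 had an *Arabidopsis* homolog in Tables S1 to S8. Those without one included some of the largest differences, such as a transcript with a log2 difference of 3.78 at 0 dpa (standard error 0.16, 3 arrays per line), which fell by 4.57 on the log2 scale in *Fl* to 10 dpa. The transcript that was -6.46 at 0 dpa and -5.82 at 10 dpa has no homolog in those tables and is matched to AT4G27520.1, unknown, in Table 1. The tables pair 278 entries with values and 239 of these with a homolog, 51 at 0 dpa and 188 at 10 dpa. Transcripts called here and absent from all of the paper's tables have no name, since none of the files used here pairs those probe sets with a gene. Among them were 1 at 3.33 in *Fl* at 10 dpa and another at 3.04 at 0 dpa and 3.10 at 10 dpa, neither of them a DET at 10 dpa under the unpaired test of the methods. They were picked by their rank among the largest differences.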

Further, classification the DETs based on MIPS functional catalogue (https://www.helmholtz-muenchen.de/ibis/resourcesservices/genomics/funcat-thefunctional-catalogue/index.html) and DETs related to various transcription factor (TF) families were made into the different functional categories with respect to their putative functions. Phytohormone biosynthesis and signal transduction pathways were identified using *Arabidopsis* TF (http://plntfdb.bio.uni-potsdam.de/v3.0) and hormone (http://ahd.cbi.pku.edu.cn) databases, respectively (Fig. 3a; Additional files 3 and 4).

**Fig. 3:**
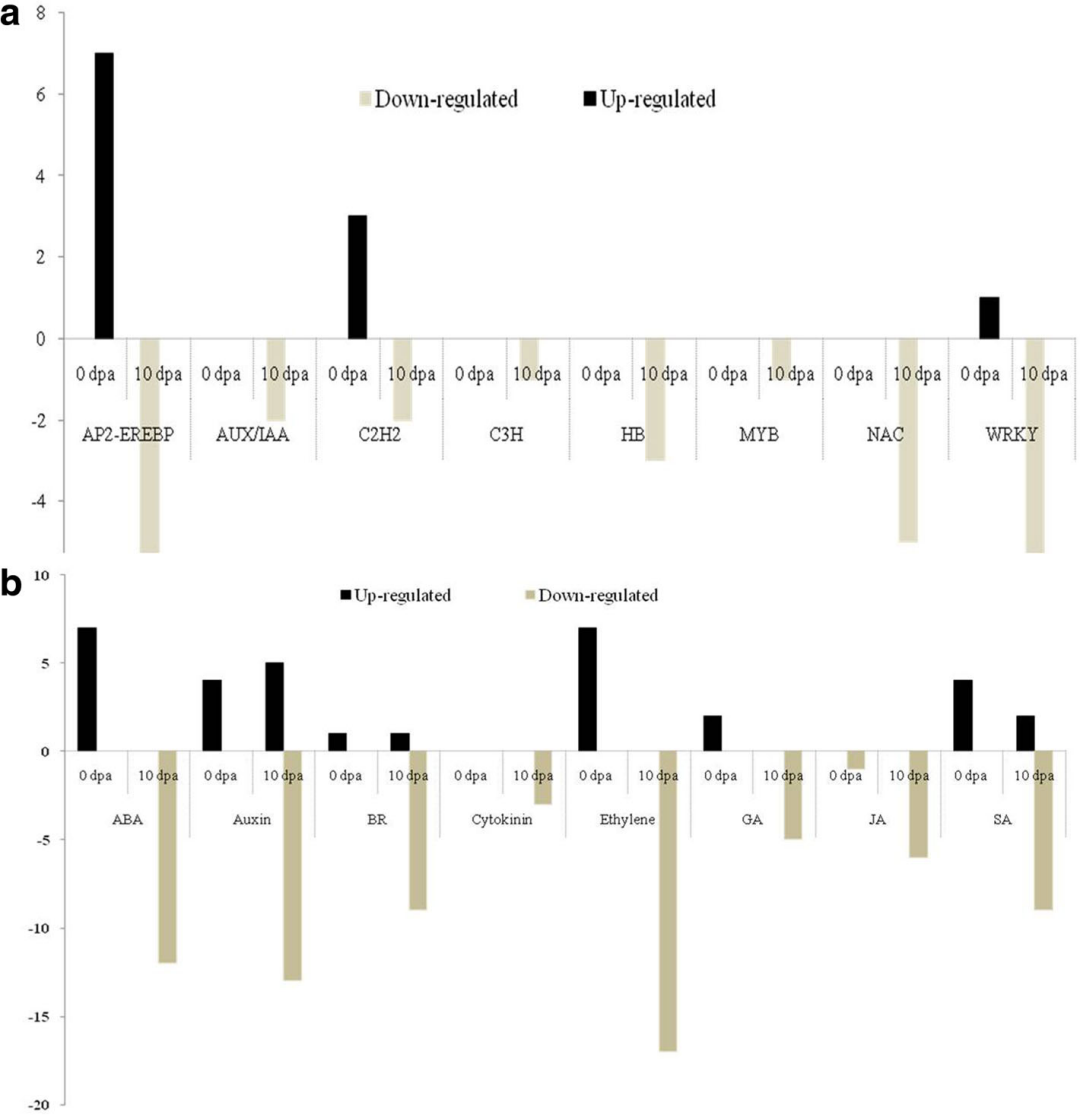
Analysis of differently expressed transcripts (DETs) related to transcription factors (TFs) and phytohormone signaling (PHs) in *Fl* line compared to their respective stages in the *FL* line at fibre initation (0 dpa) and elongation (10 dpa) stages. **a** Number of DETs encoding TFs of various families in *FL* line at 0 and 10 dpa. **b** Number of DETs related to the phytohormone signaling in *Fl* line at 0 and 10 dpa

### Differentially expressed transcription factors

In the present study, DETs encoding TF belonging to various families were identified in the *Fl* line in fibreinitiation and elongation stages as compared to *FL* line. 

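The TF transcripts split by stage. At 0 dpa 10 of the 11 in Table S3 were higher in *Fl* and none was lower, and at 10 dpa all 30 listed for that stage were lower. At 10 dpa the largest decrease was NAC domain containing protein 47 (AT3G04070.1), 16.0-fold lower in *Fl* (log2 standard error 0.14, 3 arrays per line). NAC proteins are plant regulators of senescence, stress and secondary walls. Between the 2 stages the listed TFs of 10 dpa rose in *FL* in 22 of 30 cases and in *Fl* in 2, and their interaction was negative in 29. The 11 listed for 0 dpa all had a negative interaction, and 9 of them fell in *Fl* between the stages. Adjusted over the list alone the counts were 10 higher at 0 dpa and 30 lower at 10 dpa. The study chose these lists on the same arrays, so their direction is not independent evidence.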

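Ethylene response factors led the TFs that were higher in *Fl* at 0 dpa. An Integrase-type DNA-binding protein (AT1G19210.1) was 17.3-fold higher on 1 probe set and had a log2 difference of 3.53 on another (standard error 0.11, adjusted p = 1.4e-09, Benjamini-Hochberg in limma, 3 arrays per line), and a further member (AT5G51190.1) was 8.33-fold higher. Ethylene responsive element binding factors 5 (AT5G47230.1, log2 2.22) and 4 (AT3G15210.1, log2 1.90) belonged to the same family, whose 7 listed members were all DETs. Among zinc finger TFs, zinc finger of *Arabidopsis thaliana* 6 (AT5G04340.1) was 7.32-fold higher with a wider error (log2 standard error 0.18), and a C2H2-type member (AT2G28710.1) 4.09-fold. WRKY DNA-binding protein 40 (AT1G80840.1), a regulator of defence responses, was 4.92-fold higher (standard error 0.13, adjusted p = 3.6e-07, Benjamini-Hochberg in limma). Within *Fl* these transcripts fell by 10 dpa, the Integrase-type transcript that led at 0 dpa by 4.53 and WRKY DNA-binding protein 40 by 2.24 on the log2 scale. The hybridization controls differed by -0.65 on the log2 scale between the *Fl* and *FL* arrays of this stage. Within the groups of both stages the 69 transcripts higher in *Fl* varied together from array to array. Their mean pairwise correlation was 0.134, against a highest of 0.0719 in 10000 random lists drawn from all probe sets and not matched for spread. Zinc finger of *Arabidopsis thaliana* 6 was not a DET under the unpaired test of the methods.

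**Figure D2:**
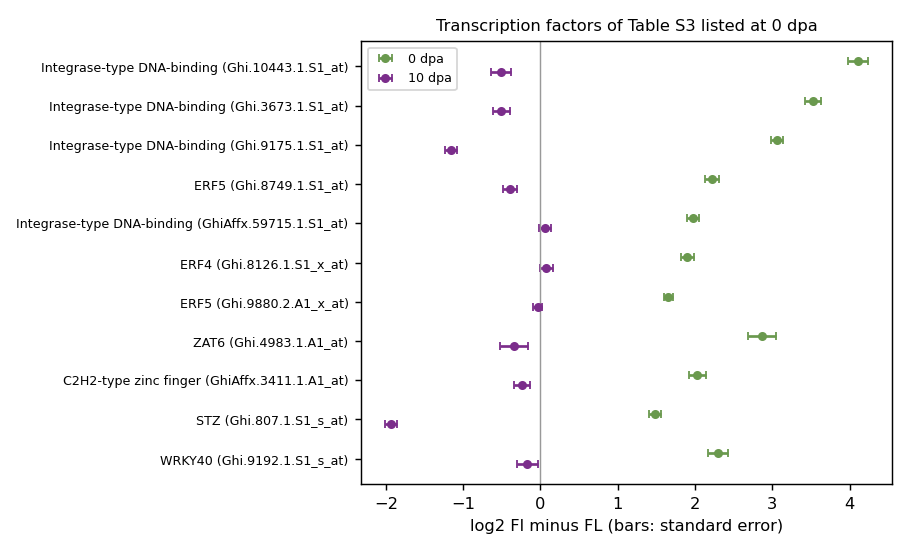
Log2 difference between *Fl* and *FL* with its standard error (x axis) at 0 and 10 dpa for the 11 transcription factor transcripts of Table S3 listed for 0 dpa (y axis). At 0 dpa all 11 lie above 0, from 1.48 to 4.11, and 10 pass a fold of 3. At 10 dpa 2 lie above 0 and 9 below, from -1.93 to 0.07.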

TFs belonging to AP2-EREBP, C2H2 and WRKY were highly up-regulated at fibre initiation (0 dpa). Similarly, transcripts encoding AP2-EREBP family TFs such as ethylene responsive element binding factors (ERFs), Integrase-type DNA-binding super family protein were highly down regulated at fibre elongation (10 dpa) stage in the *Fl* line. In addition, transcripts encoding salt tolerant zinc finger (STZ) TFs belonging to C2H2-type zinc finger family were down regulated at fibre initiation and elongation (Fig. 3a and Additional file 3). 

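Ethylene-responsive element binding protein (AT3G16770.1), measured by a pair of probe sets, was 10.4-fold and 7.74-fold lower in *Fl* at 10 dpa. Ethylene responsive element binding factor 1 (AT4G17500.1), which Table S3 matches to factor 2, was 4.97-fold lower, factor 2 (AT5G47220.1) 4.08-fold and an Integrase-type protein (AT5G61590.1) 4.39-fold. All 6 of this family's transcripts listed at 10 dpa were lower, and each is a different probe set from the 7 listed at 0 dpa. Of these 6, 1 was also a DET at 0 dpa: factor 1, higher in *Fl* there by a log2 difference of 1.74. The 7 of 0 dpa were not DETs at 10 dpa, where the leading Integrase-type transcript (AT1G19210.1) differed by -0.51 and ethylene responsive element binding factor 5 (AT5G47230.1) by -0.39 on the log2 scale. In *FL* the binding protein rose on the probe set with the larger fold by 3.39 from 0 to 10 dpa (standard error 0.078, adjusted p = 8.7e-12, Benjamini-Hochberg in limma, 3 arrays per stage), and in *Fl* the difference was 0.01. The Integrase-type protein of 10 dpa was not a DET under the unpaired test of the methods, nor factor 2 after quantile normalization repeated over the arrays (2.38-fold lower) or the transcript named related to ABI3/VP1 1 (AT1G13260.1) after centring on the hybridization controls.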

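Salt tolerance zinc finger (AT1G27730.1), a repressor that responds to salt and drought, was measured by a pair of probe sets. At 10 dpa both were lower in *Fl*, the first 6.82-fold (standard error 0.099, adjusted p = 1.5e-09, Benjamini-Hochberg in limma, 3 arrays per line) and the other 3.81-fold. At 0 dpa the first had a log2 difference of -0.24 and the other a log2 difference of 1.48 (standard error 0.077, adjusted p = 1.5e-07, Benjamini-Hochberg in limma), higher in *Fl* and under a fold of 3. Both rose in *FL* from 0 to 10 dpa, by 2.82 and 3.49, and differed between the stages by 0.29 and 0.08 in *Fl*. The other probe set, after the arrays were quantile normalized once more, was 2.24-fold lower at 10 dpa, under the fold threshold, and after centring on the hybridization controls it was 4.38-fold higher at 0 dpa.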

Further, transcripts (NAC047, NAC74, and NAC83) encoding NAC family were down regulated at 10 dpa and WRKY family belonging to DNA binding protein and protein kinase family protein were also down regulated at elongation stage.

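NAC domain containing proteins 74 (AT4G28530.1) and 83 (AT5G13180.1) were 6.29-fold and 5.30-fold lower in *Fl* at 10 dpa, and protein 47 (AT3G04070.1) was 16.0-fold lower (standard error 0.14, adjusted p = 1.4e-09, Benjamini-Hochberg in limma, 3 arrays per line). A pair of further NAC transcripts (AT4G27410.2 and AT1G01720.1) were also lower, at -2.50 and -2.51 on the log2 scale. In *FL* protein 47 rose by 4.82 from 0 to 10 dpa, and in *Fl* it differed by 0.92. WRKY DNA-binding protein 70 (AT3G56400.1), which acts between salicylic acid and jasmonic acid signalling, was 12.2-fold lower, and protein 75 (AT5G13080.1) 8.51-fold. Table S3 also places mitogen-activated protein kinase 3 (AT3G45640.1), MAP kinase kinase 9 (AT1G73500.1) and a protein kinase (AT5G55560.1, -1.88) in the WRKY family, by their match to a WRKY protein with a kinase domain, and these were lower too. All 5 NAC and all 6 WRKY transcripts listed at 10 dpa were lower, in lists chosen by the study on these arrays, which is not independent evidence. The NAC 74 and 83 transcripts, WRKY DNA-binding protein 23 (AT2G47260.1, -1.95) and the protein kinase were under 3-fold lower after repeated quantile normalization.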

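Indole-3-acetic acid inducible 14 (AT4G14550.1), a repressor of auxin response, was 9.66-fold lower in *Fl* at 10 dpa on 1 probe set (log2 standard error 0.095, 3 arrays per line) and 3.06-fold on another. The R2R3-type myb domain protein 108 (AT3G06490.1) was 6.92-fold lower and basic helix-loop-helix 32 (AT3G25710.1) 5.60-fold. An ethylene sensor histidine kinase (AT3G23150.1) was 5.51-fold lower. Its levels fell by 2.11 on the log2 scale in *Fl* from 0 to 10 dpa and differed by 0.40 in *FL*. A zinc-binding PLATZ protein (AT4G17900.1) had, on a pair of probe sets, log2 differences of -2.86 and -1.69. At 0 dpa none of these 7 transcripts was a DET. The auxin repressor's smaller probe set difference fell under 3-fold without *FL* 10 dpa replicate 2 (2.95-fold), without *Fl* 10 dpa replicate 1 (2.91-fold) and after quantile normalization repeated over the arrays (1.17-fold) or centring on the hybridization controls (2.75-fold). The smaller of the PLATZ differences fell under 3-fold in the same way after both.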

Other transcripts encoding AUX/IAA (indole-3-acetic acid), MYB domain, bHLH (basic helix-loop-helix), PLATZ (PLATZ transcription factor family protein), Orphans (Signal transduction histidine kinase, hybrid-type, ethylene sensor), were down regulated at 10 dpa (Fig. 5 and Additional file 3). Controlling the expression level of the gene by transcription factors is complex phenomenon which includes its binding to specific genomic sequences and promotes, enhance, or block transcription. Among the several identified TFs controlling fibre initiation, many families of plant TFs are involved in the stress induced signaling cascade. The TFs mainly including AP2-EREBP, WRKY, NAC, MYB and bZIP have been proved to play vital roles in the regulation [17, 24, 25]. In present study, TFs belonging to the AP2-EREBP, C2H2, and WRKY were highly up-regulated at 0 dpa. Similarly, transcripts encoding AP2-EREBP family TFs such as ethylene responsive ERFs, Integrase-type DNA-binding super family protein were highly down regulated at 10 dpa in the *Fl* line. The AP2-EREBP transcription factor takes part in hormone signaling [26], spikelet meristem determinacy [27], leaf epidermal cell identity [28], embryo development [29], and regulation of flower development positively [26, 30]. Kurek et al. [31] reported that Zinc finger (C3HC4-type) and NAC family transcription factors influences the SCW synthesis in *Gossypium hirsutum* fibre. Zinc finger (C3HC4-type) family TFs also regulates cellulose synthesis via oxidation of zinc-binding domains [31]. In present study, up-regulation of Zinc finger (C3HC4-type) at initiation stage reveals the probable role in preventing the fibre initiation in microarray analysis by 16.50139 folds and same is validated by qRT-PCR which was showing up-regulation by 3.33 fold change (Table 2 and Fig. 5 Gene 1).

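A transcript for a zinc finger protein of the C3HC4-type RING finger family (AT5G59550.1) was 15.8-fold higher in *Fl* than in *FL* at 0 dpa. Its level relative to its median was 2.83 ± 0.13 (SD, n = 3) in *Fl* and -1.15 ± 0.35 (SD, n = 3) in *FL*, a log2 difference of 3.98 (standard error 0.14, adjusted p = 4.6e-09, Benjamini-Hochberg in limma). RING fingers are found in proteins that attach ubiquitin to others. By 10 dpa the transcript had fallen by 3.18 on the log2 scale in *Fl*, and in *FL* it differed by 1.44. At 10 dpa the lines differed by -0.64 and the interaction was -4.62 (standard error 0.20, adjusted p = 1.1e-08, Benjamini-Hochberg in limma). It belongs to the group higher at 0 dpa beside which the hybridization controls differed by -0.65 between the lines.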

**Fig. 4:**
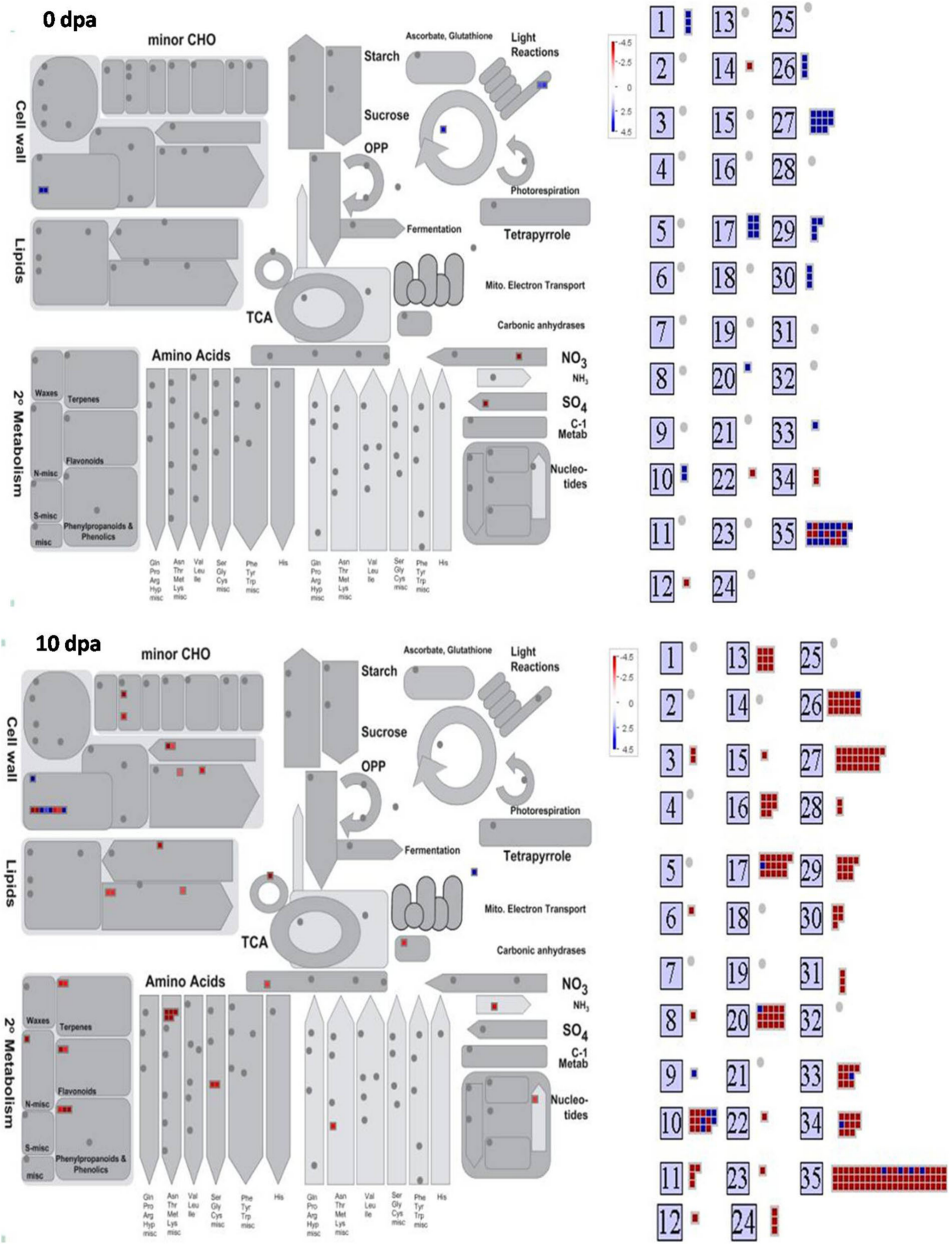
Overview of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in *FL* line at 0 dpa and 10 dpa 1: PS (Photo System), 2: Major CHO metabolism, 3: Minor CHO metabolism, 4: Glycolysis, 5: Fermentation, 6: Gluconeogensis/glycoxylate cycle, 7: OPP (O-phenylphenol), 8: TCA (tricarboxylic acid)/Org. transformation, 9: Mitochondrial electron transport/ATP synthesis, 10: Cell wall, 11: Lipid metabolism, 12: N-metabolism, 13: Amino acid metabolism, 14: S-assimilation, 15: Amino acid metabolism, 16: S-assimilation, 17: Hormone metabolism, 18: Co-factor and vitamine metabolism, 19: Tetrapyrrole synthesis, 20: Stress, 21: Redox, 22: Polyamine metabolism, 23: Nucletotide metabolism, 24: Biodegradation of Xenobiotics, 25: C1-metabolism, 26: Misc27: RNA, 28: DNA, 29: Protein, 29: Protein, 30: Signalling, 31: Cell, 32: Micro RNA, Natural antisense etc., 33: Development, 34: Transport, 35: Not assigned

**Table 2:** Validation of DETs from microarray studies in *Gossypium arboreum* fuzzy-lintless (*Fl*) and fuzzy linted line (*FL*) through qRT-PCR

Sl. no.	Gene_ID	Stage	GenBank ID	Closest *Arabidopsis* homolog	Description	Fold change	Regulation	Log Fold Change to Cal. (ΔRn)	
								0dpa	10dpa
Gene 1	GhiAffx.7054.1.S1_at	0 dpa	DW509967.1	AT5G59550.1	zinc finger (C3HC4-type RING finger) family protein	16.50139	up	3.33	−1.67
Gene 2	GhiAffx.2527.1.S1_s_at	0 dpa	DW497370.1	AT5G53120.6	spermidine synthase 3	151.1868	down	−2.67	−2.41
Gene 3	Ghi.8931.1.S1_a_at	0 dpa	DT457712		Unknown	87.72372	down	−9.95	−16.8
Gene 4	Ghi.7853.1.S1_at	0 dpa	AF443118.1	AT1G01630.1	Sec14p-like phosphatidylinositol transfer family protein	5.828306	down	−8.39	−2.61
Gene 5	Ghi.7950.1.S1_at	10 dpa	AY366083.1	AT5G06720.1	peroxidase 2	81.1664	down	0.992	−18.8
Gene 6	GhiAffx.46297.1.S1_s_at	10 dpa	AI054544	AT4G17030.1	expansin-like B1	58.77188	down	−0.399	−8.24
Gene 7	Ghi.3370.1.A1_at	10 dpa	DT463939	AT1G33590.1	Leucine-rich repeat (LRR) family protein	45.29446	down	−1.52	−6.53
Gene 8	Ghi.8023.1.S1_at	10 dpa	DQ116443.1	AT1G12010.1	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	39.72076	down	0.562	−6.11
Gene 10	GhiAffx.19125.1.A1_at	10 dpa	DW487672.1	AT1G12780.1	UDP-D-glucose/UDP-D-galactose 4-epimerase 1	19.17262	down	0.292	−3.89
Gene 11	Ghi.6496.1.S1_a_at	10 dpa	CD486227	AT4G02380.1	senescence-associated gene 21	18.63631	down	−2.12	−4.02
Gene 12	Ghi.1552.1.S1_s_at	10 dpa	DN779868	AT1G47960.1	cell wall/vacuolar inhibitor of fructosidase 1	18.20026	down	0.149	−4.94
Gene 13	Ghi.8448.1.S1_x_at	10 dpa	AF521240.1	AT5G12250.1	beta-6 tubulin	11.60727	down	1.58	−4.23
Gene 14	Ghi.6088.2.A1_s_at	10 dpa	DV849489	AT3G45640.1	mitogen-activated protein kinase 3	10.75481	down	−1.38	−4.58
Gene 15	Ghi.5521.1.A1_s_at	10 dpa	DT047436	AT5G01210.1	HXXXD-type acyl-transferase family protein	8.330377	down	−0.832	−2.08
Gene 16	Gra.2314.1.S1_at	10 dpa	CO126415	AT3G13750.1	beta galactosidase 1	6.476485	down	1.3	−2.58

### Phytohormones signaling

Phytohormones are one of the important factors play critical role through intracellular signaling events leading to well-characterised changes in gene expression for regulating various plant growth and developmental processes**.** In the present investigation, DETs involved in phytohormone biosynthesis and signal transduction pathways were identified at different stages in fuzzy-lintless *Fl* line as compared to their respective stages in fuzzy-linted line (*FL*). The genes involved in phytohormone signal transduction pathways and the biosynthesis of auxin, BR, ethylene, gibberellic acid (GA) and salicylic acid (SA) were found to be up-regulated at fibre initiation in the *Fl* line. But a single transcript encoding the jasmonic acid (JA) coding allene oxide synthase was found to be down regulated (Fig. 3b and Additional file 4). 

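1-Aminocyclopropane-1-carboxylic acid synthase 6 (AT4G11280.1), which makes the precursor of ethylene, was 3.84-fold higher in *Fl* at 0 dpa (standard error 0.077, adjusted p = 1.5e-08, Benjamini-Hochberg in limma, 3 arrays per line). All 7 transcripts that Table S4 lists under ethylene for this stage were higher, with a median log2 difference of 2.22. The synthase is not among these 7, whose largest members were the Integrase-type TFs already counted among the TFs. Abscisic acid had 6 higher of 7, at a median of 2.02, led by the RING finger transcript (AT5G59550.1). All 4 transcripts assigned to auxin were higher, among them the synthase (AT4G11280.1) and a calcium-binding EF-hand transcript (AT4G27280.1). So were all 4 assigned to salicylic acid, both assigned to gibberellin and the 1 assigned to brassinosteroid. Expansin A1 (AT1G69530.2), which loosens cell walls, stood in the gibberellin list at 2.00, standard error 0.10. In the whole list of 26, 24 were higher, 1 was lower and 1 did not pass the fold threshold. Adjusted over the list alone the counts were again 24 and 1, and since the study chose the list on these arrays it is not independent evidence. Several of the listed transcripts encode signalling or wall proteins that respond to the hormone rather than enzymes of its synthesis. The hybridization controls differed by -0.65 between the lines at this stage.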

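Allene oxide synthase (AT5G42650.1), an early enzyme of jasmonic acid synthesis, was 3.74-fold lower in *Fl* at 0 dpa, a log2 difference of -1.90 (standard error 0.066, adjusted p = 4.1e-09, Benjamini-Hochberg in limma, 3 arrays per line). In *Fl* it rose by 1.72 from 0 to 10 dpa and in *FL* it differed by 0.88 on the log2 scale. At 10 dpa the lines differed by -1.06, under a fold of 3. After centring the arrays on the hybridization controls it was 2.38-fold lower at 0 dpa and not a DET.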

During the fibre elongation stages, transcripts which were found to be up-regulated at initiation were down regulated. 

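Ethylene-forming enzyme (AT1G05010.1), which carries out the last step of ethylene synthesis, was 40.3-fold lower in *Fl* on 1 probe set (standard error 0.074, adjusted p = 8.1e-13, Benjamini-Hochberg in limma, 3 arrays per line), 15.2-fold on a second and 4.16-fold on the last. An oxygenase of the 2-oxoglutarate and Fe(II)-dependent superfamily (AT1G12010.1) was 39.6-fold lower. The first pair of probe sets rose in *FL* between the stages, by 3.71 and 3.90 on the log2 scale, and the oxygenase rose by 3.30. The last probe set differed by -0.87 in *FL* and fell by 2.94 in *Fl*. Of the 82 transcripts that Table S4 lists at 10 dpa, 72 were lower in *Fl*, 7 were higher and 3 did not pass the fold threshold. Auxin held 5 of the 7 higher, 4 of which are xyloglucan endotransglucosylase/hydrolases. The list was chosen on these arrays and is not independent evidence. Adjusted over the list alone, 72 were lower and 7 higher. Of the 24 transcripts of Table S4 that were higher at 0 dpa, 2 were lower at 10 dpa, and they are named because they were so few. Tables S1 and S2 match them to a tau-class glutathione S-transferase (AT3G09270.1) and to an Hs1pro-1 protein (AT3G55840.1). The difference between the lines changed toward lower in 22 of the 24.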

Previous investigations reported that ethylene [18], auxin [16, 17], BR [16, 21], SA [16], GA [16], having additive effect on early fibre development and elongation.

High level of *iaaM* transcript was recorded in ovules of the transgenic lines transformed with epidermis cell specific promoter *FBP7* relative to wild type on the day of flowering (0 dpa) [16]. More number of fibre initials and elongating fibres at 0 to 3 dpa and significantly higher level of bioactive Gibberellic Acid (GA) in 0 dpa ovules and 10 dpa fibres due to constitutive over-expression of *GhGA20ox1* in cotton [32]. In the present investigation number of genes involved in phytohormone biosynthesis and signal transduction pathways were unraveled, changes in their expression level at different stages of the fiber development supports their role in fiber initiation and elongation. Sun et al. [33] collected the cotton ovules, on the day of anthesis and treated with brassinolide (BL) and brassinazole2001 (Brz) inhibitor. Fibre elongation was suppressed in the ovules treated with Brz while it was enormously increased in case of BL treatment, shows positive correlation between BR-regulated gene expression and fiber elongation [33].

### Different pathways expressed during the developmental stages

Mapman software version 3.5.0 (http://gabi.rzpd.de/projects/MapMan/) visualization shows overview of different metabolic pathways of the DETs involved in the *Fl* line at 0 dpa and 10 dpa (Additional files 5 and 6), respectively. Small blue and red colour squares indicate up- and down regulated transcripts, respectively (Fig. 4). This overview provides insight into specific functions, e.g. cell wall structure, metabolism, cell fate, signaling pathways etc. Some of the DETs are short listed (Additional files 7 and 8) which are present in various metabolic pathways in *Gossypium arboreum* fuzzy-lintless line (*Fl*) at 0 and 10 dpa.

### Energy and cell wall metabolism

During the initiation stage, there was no any expression/up-regulation of transcript encoding the carbohydrate (CHO) metabolism. But at the elongation stage, certain DETs encoding the minor CHO metabolism were down regulated. 

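At 10 dpa both transcripts that Table S6 places in minor carbohydrate metabolism were lower in *Fl*. Trehalose-phosphatase/synthase 9 (AT1G23870.1), of the family that makes the sugar signal trehalose 6-phosphate, was 3.81-fold lower (standard error 0.086, adjusted p = 1.1e-08, Benjamini-Hochberg in limma, 3 arrays per line). A haloacid dehalogenase-like hydrolase (AT5G65140.1) was 4.95-fold lower. At 0 dpa neither was a DET. Their log2 differences there were 0.84 and -0.25, and Table S5 places no transcript of that stage in carbohydrate metabolism. Between the stages, the trehalose transcript differed by 1.43 in *FL* and -1.34 in *Fl*, with an interaction of -2.77 (standard error 0.12).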

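Another haloacid dehalogenase-like hydrolase (AT5G02230.2), of a superfamily with many phosphatases, was 3.34-fold lower in *Fl* at 10 dpa on 1 probe set (log2 standard error 0.10, 3 arrays per line) and 3.10-fold on another. In *FL* these probe sets differed by 1.32 and 1.00 between the stages and in *Fl* by -0.76 and -0.73 on the log2 scale. Both lay close to the fold threshold. The latter fell below it without *FL* 10 dpa replicate 3 (2.89-fold), without *Fl* 10 dpa replicate 3 (2.93-fold) and after centring on the hybridization controls (2.79-fold). Both did after repeated quantile normalization.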

Transcripts encoding the enzymes involved in CHO metabolism and cell wall metabolism included Haloacid dehalogenase-like hydrolase (HAD) superfamily protein and also the enzymes involved in trehalose biosynthesis such as trehalose-phosphate phosphatase 9 (TPP) were down regulated at fibre elongation stage (Additional file 6). Recently, similar results have been found in the fuzzless-lintless mutant of *Gossypium hirsutum* L. cv.MCU5. Trehalose 6- phosphate synthase (TPS) were highly down regulated at fibre elongation stage indicating the role of these genes in fibre development and stress adaptation [8].

In fibre cells, cell wall biosynthesis is a major synthetic activity. Several transcripts take part in primary and secondary cell wall biosynthesis were differentially expressed at different stages of fibre development in fuzzy-lintless (*Fl*) line as compared to their respective stages in fuzzy-linted line (*FL*) (Fig. 4, Additional files 5 and 6). A number of genes involved in primary cell wall biosynthesis and elongation such as those coding for xyloglucanases, peptidoglycan-binding, expansins and glucose/galactose epimerase were down regulated at 10 dpa. 

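Expansin-like B1 (AT4G17030.1), of a family that loosens cell walls, was among the transcripts that differed most at 10 dpa. It was 73.5-fold lower in *Fl* on 1 probe set (standard error 0.14, adjusted p = 3.5e-11, Benjamini-Hochberg in limma, 3 arrays per line) and 53.0-fold lower on another. In *FL* it rose 68.7-fold and 53.5-fold from 0 to 10 dpa, and in *Fl* the log2 differences were -0.02 and 0.18. Xyloglucan endotransglucosylase/hydrolases 29 (AT4G18990.1), 5 (AT5G13870.1) and 4 (AT2G06850.1), which cut and rejoin the xyloglucan of the primary wall, were 6.59-fold, 3.96-fold and 3.31-fold lower. A peptidoglycan-binding LysM protein (AT5G62150.1) was 3.16-fold lower. Unlike the expansins, this transcript rose in both lines between the stages, by 4.32 in *FL* and 2.25 in *Fl*. Of the 14 cell wall transcripts that Table S6 lists, 9 were lower and 5 higher in *Fl*, the same when adjusted over the list alone, and the list is not independent evidence since the study chose it on these arrays. Repeated quantile normalization left 4 of the 14 lower, with hydrolases 5 and 4 and the LysM protein under 3-fold lower. After centring on the hybridization controls hydrolase 4 and the LysM protein were 2.97-fold and 2.84-fold lower, also under the threshold.

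**Figure D3:**
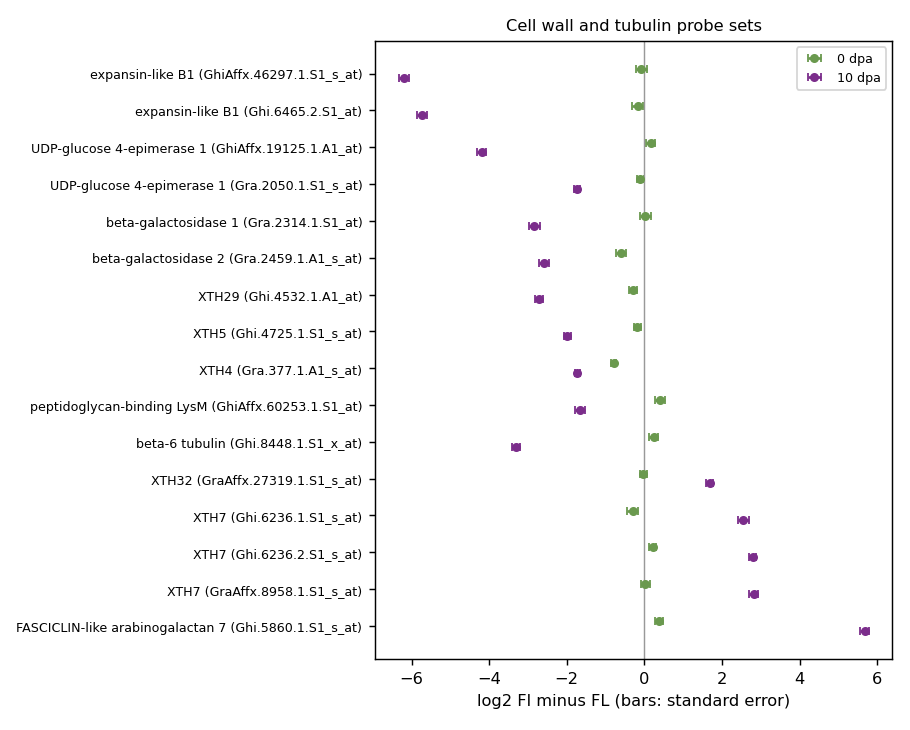
Log2 difference between *Fl* and *FL* with its standard error (x axis) at 0 and 10 dpa for 16 cell wall and tubulin probe sets named in the paper (y axis). The 10 dpa values run from -6.20 for expansin-like B1 to 5.68 for FASCICLIN-like arabinogalactan 7.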

UDP-D glucose (UDP-Glc) acts as a prime metabolite in carbohydrate metabolism, and also the precursor for the synthesis of cell wall polysaccharides such as pectin, hemicelluloses, and cellulose. In the present study, transcripts encoding the enzymes involved in synthesis of cell wall precursors, such as UDP-D-Glc/UDP-D-galactose 4-epimerase 1 were down regulated during fibre elongation stage in the *Fl* line confirmed by microarray analysis (19.17262 folds) and was also validated by qRT-PCR (3.89 folds) (Table 2 and Fig. 5, Gene 10). 

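UDP-D-glucose/UDP-D-galactose 4-epimerase 1 (AT1G12780.1), which converts between those sugars, was 18.2-fold lower in *Fl* at 10 dpa on 1 probe set (standard error 0.12, adjusted p = 2.3e-10, Benjamini-Hochberg in limma, 3 arrays per line) and 3.34-fold lower on another. Its level on the former was 4.11 ± 0.15 (SD, n = 3) in *FL* and -0.08 ± 0.16 (SD, n = 3) in *Fl*, against -0.24 ± 0.13 and -0.08 ± 0.19 at 0 dpa. The transcript rose in *FL* by 4.35 on the log2 scale between the stages and differed by 0.00 in *Fl*. The other probe set was 2.03-fold lower after repeated quantile normalization, under the fold threshold.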

Some DETs coding for enzymes like UDP glucosyl and glucoronyl transferases family involving UDP-glucosyl transferase 74B1 (UGT74B1) and UDP-glucosyl transferase 74C1 (UGT74C1) and galactosidases (GAL) like β-galactosidase 1 and β-galactosidase 2 were highly down regulated at 10 dpa in the *Fl* line which is one of the convincing reasons for proving their role in fibre development.

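Both UDP-glucosyl transferases that the paper's tables name at 10 dpa, 73C1 (AT2G36750.1) and 73B1 (AT4G34138.1), were lower in *Fl*, 8.93-fold (standard error 0.16, adjusted p = 2.8e-08, Benjamini-Hochberg in limma, 3 arrays per line) and 3.70-fold. Enzymes of this family add glucose to small molecules. Beta-galactosidases 1 (AT3G13750.1) and 2 (AT3G52840.1), which remove galactose from wall polysaccharides, were 7.17-fold and 6.04-fold lower, and a further glycosyl hydrolase (AT2G16730.1) 4.96-fold. The 3 galactosidase-type transcripts rose in both lines, by 5.22, 5.16 and 5.46 in *FL* and by 2.35, 3.16 and 3.82 in *Fl* on the log2 scale. Their interactions of -2.87, -2.00 and -1.64 all passed the test. Repeated quantile normalization left all 3, and transferase 73B1, under 3-fold lower (2.60-fold, 2.17-fold, 1.78-fold and 2.39-fold).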

**Fig. 5:**
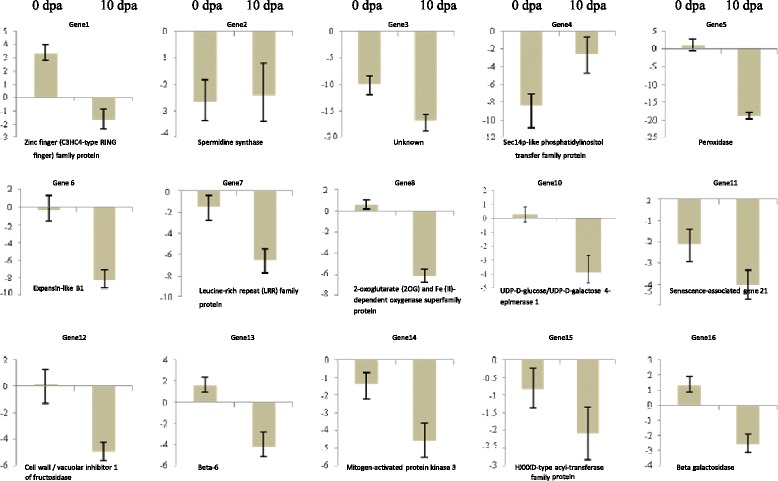
Validation of expression of genes obtained from microarray analysis in *Fl* line as compared to *FL* line at 0 dpa and 10 dpa

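A xyloglucan endotransglucosylase/hydrolase (AT5G57560.1) was 4.96-fold higher in *Fl* at 0 dpa (standard error 0.076, adjusted p = 2.9e-09, Benjamini-Hochberg in limma, 3 arrays per line). Expansin A1 (AT1G69530.2) was 4.01-fold higher. By 10 dpa the former had risen in *FL*, by 2.52 on the log2 scale, and the lines then differed by 1.15, under a fold of 3. Expansin A1 differed by 0.36 at 10 dpa. They are the only cell wall transcripts that Table S5 lists at 0 dpa, the stage at which the hybridization controls differed by -0.65 between the lines.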

In the present study at 0 dpa, transcripts encoding for cell wall modification like xyloglucan endotransglucosylase/hydrolase family protein (XTHs) and EXPANSINS were up-regulated. Transcripts encoding endo-xyloglucan hydrolase/XTH7 and endo-xyloglucan hydrolase/XTH32 involved in fibre elongation were highly up-regulated at 0 and 10 dpa that is the possible reason in the fuzz development. 

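Xyloglucan endotransglucosylase/hydrolase 7 (AT4G37800.1) was higher in *Fl* at 10 dpa on 3 probe sets, 7.03-fold (standard error 0.11, adjusted p = 4.7e-09, Benjamini-Hochberg in limma, 3 arrays per line), 6.91-fold and 5.87-fold. Member 32 (AT2G36870.1) was 3.21-fold higher. At 0 dpa the 4 probe sets had log2 differences between -0.30 and 0.21, and none was a DET. Member 7 rose from 0 to 10 dpa in both lines, and further in *Fl*. The probe set at 6.91-fold rose by 5.41 in *FL* and by 7.99 in *Fl*, with an interaction of 2.58 (standard error 0.13).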

Fasciclin-like domain of AGPs, are important for cell-to-cell communication during cotton fibre elongation and secondary cell wall development [34] were also highly up-regulated. 

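FASCICLIN-like arabinogalactan 7 (AT2G04780.2), a cell surface glycoprotein, was 51.2-fold higher in *Fl* at 10 dpa (standard error 0.11, adjusted p = 1.3e-11, Benjamini-Hochberg in limma), the largest increase in *Fl* at that stage. Its level was 5.86 ± 0.08 (SD, n = 3) in *Fl* and 0.19 ± 0.15 (SD, n = 3) in *FL*. In *Fl* it rose 64.6-fold from 0 to 10 dpa, and in *FL* the log2 difference was 0.71. At 0 dpa the lines differed by 0.37, and the interaction was 5.30 (standard error 0.16, adjusted p = 6.8e-10, Benjamini-Hochberg in limma).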

Further, transcripts encoding actin binding proteins such as profilin 5 (PRF5), actins (ACTs) which was actin depolymerizing factor 5, and β -tubulins coding for beta-6 tubulin were down regulated at 10 dpa involved in cell wall elongation and loosening, structural reinforcement and cytoskeleton dynamics indicating their role in fibre development. 

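Beta-6 tubulin (AT5G12250.1), a subunit of microtubules, was 9.93-fold lower in *Fl* at 10 dpa (standard error 0.11, adjusted p = 1.0e-09, Benjamini-Hochberg in limma, 3 arrays per line). Profilin 5 (AT2G19770.1), which binds actin monomers, was 4.85-fold lower, and actin depolymerizing factor 5 (AT2G16700.2) 3.23-fold lower. In *FL* the 3 transcripts rose from 0 to 10 dpa, by 3.48, 2.95 and 2.50 on the log2 scale. In *Fl* they differed by -0.07, 0.50 and 1.16. None was a DET at 0 dpa. With quantile normalization repeated over the arrays, profilin 5 and actin depolymerizing factor 5 were 2.35-fold and 1.89-fold lower, under the fold threshold, and the latter was 2.90-fold lower after centring on the hybridization controls.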

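Cell wall/vacuolar inhibitor of fructosidase 1 (AT1G47960.1), an inhibitor of the invertases that split sucrose, was 17.5-fold lower in *Fl* at 10 dpa (standard error 0.14, adjusted p = 9.9e-10, Benjamini-Hochberg in limma, 3 arrays per line). In *FL* it rose 25.2-fold from 0 to 10 dpa, and in *Fl* it differed by 0.94 on the log2 scale. At 0 dpa the lines differed by -0.41. The levels at 10 dpa were 4.38 ± 0.055 (SD, n = 3) in *FL* and 0.25 ± 0.23 (SD, n = 3) in *Fl*.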

Pectin modifying enzymes such as pectin methylesterase inhibitor family protein coding for cell wall/vacuolar inhibitor of fructosidase 1 was down regulated during the elongation stage. Pectins are major components of the primary cell wall forms 25% of the cell wall constitution in cotton fibre. Thus, pectin modifying enzymes play a major role in the fibre cell wall development.

### Fatty acid (FA) metabolism

Fatty acid metabolism is responsible for the biosynthesis of many cellular lipids especially membrane components, hence rapid fatty acid synthesis in an elongating cotton fibre is expected. 

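Acyl-activating enzyme 7 (AT3G16910.1), of a family that joins acids to coenzyme A, was 4.71-fold lower in *Fl* at 10 dpa (standard error 0.11, adjusted p = 3.7e-08, Benjamini-Hochberg in limma, 3 arrays per line). It is the only probe set with this name in the paper's tables, and at 0 dpa it differed by -0.08 on the log2 scale. Table S6 places 4 transcripts in lipid metabolism at 10 dpa, and all 4 were lower in *Fl*, with a median log2 difference of -1.75. None was a DET at 0 dpa. After repeated quantile normalization all of them but acyl-activating enzyme 7 were under 3-fold lower at 10 dpa (2.19-fold, 1.87-fold and 2.14-fold).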

In the present study, no transcript encoding the enzymes involved in the biosynthesis of fatty acids was found at 0 dpa but seven acyl-activating enzymes involved in the FA synthesis and elongation were found to be down regulated in *Fl* line. The transcripts encoding alpha/beta-hydrolases protein which are essential for the lipid metabolism and lipid degradation were also found down regulated during the elongation phase. In addition, the factor acyl-CoA oxidase 4 essential for lipid metabolism and degradation involved in the beta-oxidation of the FA was also down regulated at 10 dpa (Additional file 6). 

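Alpha/beta-hydrolases, a large superfamily that includes lipases and esterases, were lower in *Fl* at 10 dpa on 4 probe sets. The first (AT3G63010.1) was 5.40-fold lower (standard error 0.072, adjusted p = 3.2e-10, Benjamini-Hochberg in limma, 3 arrays per line) and another (AT5G06570.2) 4.24-fold. Table S6 places these under xenobiotic degradation and Table S4 under gibberellin. In lipid metabolism it places the transcripts 3.45-fold (AT2G39420.1) and 3.15-fold (AT2G44970.2) lower. The transcript at 3.45-fold had a log2 difference of -1.34 at 0 dpa already (standard error 0.092, adjusted p = 1.5e-06, Benjamini-Hochberg in limma), under a fold of 3. The lipid metabolism pair was 2.19-fold and 1.87-fold lower after repeated quantile normalization, and the latter 2.84-fold lower after centring on the hybridization controls.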

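Acyl-CoA oxidase 4 (AT3G51840.1) was 3.28-fold lower in *Fl* at 10 dpa (standard error 0.16, adjusted p = 8.6e-06, Benjamini-Hochberg in limma, 3 arrays per line). From 0 to 10 dpa it rose by 2.43 on the log2 scale in *FL* and differed by -0.08 in *Fl*. At 0 dpa it was 0.80 in *Fl* relative to *FL*, not a DET. Its call at 10 dpa ended after repeated quantile normalization (2.14-fold lower) and after centring on the hybridization controls (2.95-fold lower).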

Fatty acids (phosphoinositol and sphingolipids, and VLCFA-very-long-chain fatty acids) are the signaling molecules play crucial role in the fibre elongation. It was found that VLCFA accumulated more in elongating fibres as compared to ovules and the cotton genes involved in VLCFA biosynthesis (ketoacyl-coa synthase - KCS12, KCS6, KCS13, and KCS2) were up-regulated [35]. In the present study, there were hardly any transcript found encoding the enzymes involved in the biosynthesis of fatty acids at 0 dpa but transcripts involved in the FA synthesis at 10 dpa were found to be down regulated. The transcripts encoding alpha/beta-hydrolases protein which are essential for the lipid metabolism and lipid degradation were also found down regulated during the elongation phase. In addition, the factor acyl-CoA (ACO) oxidase 4 essential for lipid metabolism and degradation involved in the beta-oxidation of FA was down regulated at 10 dpa. Saturated VLCFAs may promote cotton fibre and *Arabidopsis* cell elongation by activating ethylene biosynthesis gene ACOs [35], pointing out an important link between the VLCFA biosynthesis and cotton fibre elongation. Studies in both *Arabidopsis* and cotton indicated that VLCFAs are involved in regulation of fibre elongation through their interplay with auxin and ethylene with subsequent stimulation of fibre cell elongation [35, 36].

LTPs are involved in transport of lipids from endoplasmic reticulum (ER) to plasma membrane (PM), where it acts as immediate acceptors of cuticular lipids from the plant ABCG transporters. Of course, this activation model would require either the shuttling of LTPs from the surface of the PM to cell wall [20, 37]. 

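A Sec14p-like phosphatidylinositol transfer transcript (AT1G01630.1) was 5.67-fold lower in *Fl* at 0 dpa (standard error 0.10, adjusted p = 1.5e-08, Benjamini-Hochberg in limma, 3 arrays per line). Proteins of this family carry phospholipids between membranes. At 10 dpa the lines differed by 0.07. In *FL* the transcript fell by 2.64 on the log2 scale between the stages, and in *Fl* it differed by -0.07. Bifunctional inhibitor/lipid-transfer proteins were measured by 4 probe sets, with log2 differences of -0.35 to 0.70 at 0 dpa, none of them a DET. At 10 dpa those matched to AT3G22600.1 and AT3G53980.2 were 27.9-fold and 3.55-fold lower in *Fl*, while the pair matched to AT2G45180.1 was 3.09-fold higher on 1 probe set and had a log2 difference of 1.51, under a fold of 3, on the other. The transcript at 27.9-fold rose 43.4-fold in *FL* between the stages. The transcript at 3.55-fold was not a DET under the unpaired test of the methods or after repeated quantile normalization (2.19-fold lower), nor the one that was higher without *FL* 10 dpa replicate 1 (2.95-fold higher). The last probe set became one without *Fl* 10 dpa replicate 2 (3.01-fold higher) and after the quantile normalization (3.84-fold higher) or centring on the hybridization controls (3.16-fold higher).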

In the present study, bifunctional inhibitor/lipid-transfer protein also known seed storage 2S albumin super family protein and Sec14p-like phosphatidylinositol transfer family protein (PITP) were down regulated at 0 dpa in microarray by 5.828306 folds and also validated using qPCR showing its down-regulation by 8.39 folds which suggest the formation of fuzz in the *Fl* line (Table 2 and Fig. 5, Gene 4). Transcripts encoding the cell wall/vacuolar inhibitor of fructosidase-1 (C/VIF, cell wall/vacuolar inhibitor of fructosidase) having role in the carbohydrate metabolism and sugar signaling and related to pectin metabolism was found to be down regulated at 10 dpa (Additional file 6).

### Secondary metabolism

Secondary metabolism and modification of genes are amongst the most statistically significant differentially expressed categories during fibre elongation. In present study, not a single transcript was preferentially expressed at fibre initiation stage but during elongation stage, numbers of genes involved in secondary metabolism were down regulated. This included genes for many of enzymes of the isoprenoids, carotenoids and terpenoids coding beta ring hydroxylase 2 and terpene synthase 21 respectively. 

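All 8 transcripts that Table S6 places in secondary metabolism were lower in *Fl* at 10 dpa, and 1 of them, terpene synthase 21, was higher in *Fl* at 0 dpa. Adjusted over the list alone all 8 were again lower, in a list that the study chose on these arrays and that is not independent evidence. The largest decreases were in a pyridoxal phosphate-dependent transferase and an HXXXD-type acyl-transferase. Terpene synthase 21 had the smallest, with nicotinamidase 1 and beta-carotene hydroxylase 2 next to it at the low end of the list.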

Gibberellin 3-oxidase 1 involved in synthesis of flavonols was also down regulated. 

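Beta-carotene hydroxylase 2 (AT5G52570.1), an enzyme of carotenoid synthesis, was 3.62-fold lower in *Fl* at 10 dpa (log2 standard error 0.078, 3 arrays per line). Terpene synthase 21 was 3.24-fold lower there after being 5.35-fold higher at 0 dpa, and fell by 3.52 on the log2 scale within *Fl* (standard error 0.15, adjusted p = 2.1e-09, Benjamini-Hochberg in limma). Gibberellin 3-oxidase 1 (AT1G15550.1), which in *Arabidopsis* makes bioactive gibberellins, was 3.94-fold lower at 10 dpa (standard error 0.14, adjusted p = 8.4e-07, Benjamini-Hochberg in limma). Its transcript rose by 3.04 in *FL* between the stages and differed by 0.79 in *Fl*. The hydroxylase and the gibberellin oxidase were 2.67-fold and 2.05-fold lower after repeated quantile normalization, and after centring on the hybridization controls the terpene synthase was 2.91-fold lower at 10 dpa, each under the fold threshold.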

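Caffeoyl-CoA 3-O-methyltransferase (AT1G67980.2), which acts in the synthesis of lignin precursors, was 4.07-fold lower in *Fl* at 10 dpa (standard error 0.14, adjusted p = 5.3e-07, Benjamini-Hochberg in limma, 3 arrays per line). Nicotinamidase 1 (AT2G22570.1), an enzyme of NAD salvage in *Arabidopsis*, was 3.60-fold lower. An acyl-transferase with the HXXXD motif (AT3G29590.1) was 6.61-fold lower, after a rise in *FL* of 2.26 on the log2 scale from 0 dpa. At 0 dpa these transcripts differed by -0.29, 0.15 and 0.07, and none was a DET. The methyltransferase was 2.75-fold lower at 10 dpa after repeated quantile normalization, under the fold threshold.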

Enzymes responsible for the synthesis of phenyl propanoid and lignin includes nicotinamidase 1, HXXXD-type acyl-transferase family protein, caffeoyl-CoA 3-O-methyltransferase were also down regulated. To date, only three genes of BAHD family of HXXXD-type acyltransferases which are mainly involved in alkyl hydroxyl cinnamate ester synthesis have been identified [38, 39]. Formation of feruloyloxy aliphatics (i.e. ferulate linked to the ω -terminus of ω-hydroxy fatty acids) in suberin and cutin polymers is the primary function of these genes. In *Arabidopsis thaliana*, alkyl ferulates comprise only a small proportion of the alkyl hydroxyl cinnamate esters extracted from roots [40]. Limited efforts on physiological parameters of roots that might be attributed to alkyl hydroxycinnamates and the general lack of information on mature *Arabidopsis* roots (transcriptome, stress experiments, etc.) provoked the researchers to induce the production of root alkyl hydroxycinnamate, alkyl coumarates and caffeates, that forms the components of *Arabidopsis thaliana* root waxes present primarily in taproots. Incorporation of ferulate into aliphatic suberin in *Arabidopsis* mediated by Aliphatic suberin feruloyl transferase (*At5g41040*) is a *HXXXD-type acyltransferase* (BAHD family). However, alkyl hydroxycinnamate ester root wax composition does not affect the aliphatic suberin feruloyl transferase mutants [41]*.* Here transcript coding HXXXD-type acyl-transferase was down regulated in microarray by 8.330377 and its validation suggesting down-regulation by 2.08 folds in *Fl* line which may lead to the formation of the secondary metabolites and reduced growth of the elongating fibres (Additional files 5 and 6; Table 2 and Fig. 5, Gene 15). 

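Another HXXXD-type acyl-transferase (AT5G01210.1) was 8.33-fold lower in *Fl* at 10 dpa (standard error 0.15, adjusted p = 3.2e-08, Benjamini-Hochberg in limma). Its level there was 3.33 ± 0.014 (SD, n = 3) in *FL* and 0.27 ± 0.11 (SD, n = 3) in *Fl*. It rose by 3.74 on the log2 scale in *FL* from 0 to 10 dpa and differed by 1.28 in *Fl*.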

Same kind of results has been reported by Tan et al., [42] that naringenin (NAR) a substrate of flavanone 3-hydroxylase (F3H) gene and silencing the F3H gene could significantly retard fiber development [42]. F3H mediated metabolism was evident from the results of Negative association of NAR with fiber development, thus indicating importance of flavonoid metabolism as a novel pathway with the potential for cotton fiber improvement.

### Transcripts related to signaling

Transcript coding signaling molecules such as calcium (Ca^2+^) and ROS specifically superoxide (O_2_^−^) and hydrogen peroxide (H_2_O_2_) have been studied recently for their role in cotton fibre development. In the present study, calcium signaling molecules associated with transcripts encoding Calcium-binding EF-hand family protein and ATPase E1-E2 type family protein/haloacid dehalogenase-like hydrolase family protein were up-regulated during initiation stage in *Fl* line as compared to *FL* line (Additional files 5 and 7). 

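A calcium-binding EF-hand transcript (AT4G27280.1) was 5.69-fold higher in *Fl* at 0 dpa (standard error 0.098, adjusted p = 1.5e-08, Benjamini-Hochberg in limma, 3 arrays per line). An E1-E2 type ATPase (AT3G63380.1), whose family includes pumps that move calcium out of the cytosol, was 6.77-fold higher. Between 0 and 10 dpa they changed by -2.33 and -2.12 on the log2 scale in *Fl*, and in *FL* they differed by 1.35 and 1.00. Their interactions of -3.68 and -3.13 passed the test. The hybridization controls differed by -0.65 between the lines at 0 dpa.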

Transcripts involved in ROS including peroxidase superfamily Peroxidase 2 protein were down regulated at the elongation stage in this line (Additional files 6 and 8). These results showed the correlation with the previous studies indicates that ROS induced by exogenous H_2_O_2_ and Ca^2+^ starvation promotes early fiber elongation. 

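Peroxidase 2 (AT5G06720.1), an enzyme that consumes hydrogen peroxide, was 79.8-fold lower in *Fl* at 10 dpa (standard error 0.12, adjusted p = 1.3e-11, Benjamini-Hochberg in limma, 3 arrays per line). It rose 67.5-fold in *FL* between the stages and differed by -0.21 on the log2 scale in *Fl*. The same homolog was 7.84-fold lower on another probe set. A further peroxidase (AT5G05340.1) was 8.34-fold and 5.14-fold lower on a pair of probe sets. At 0 dpa the 4 probe sets had log2 differences of -0.03 to 1.08 and none was a DET.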

Fiber cells show increased ROS concentrations compared with the wild-type due to *GhCaM7* overexpression, while *GhCaM7* RNAi fiber cells have reduced concentrations. Furthermore, H_2_O_2_ enhances Ca^2+^ influx into the fiber and intern-regulates the expression of *GhCaM7*. Increase in the cellular concentration of reactive oxygen species (ROS), subsequently converted to hydrogen peroxide (H_2_O_2_). Biotic and/or abiotic stress causes an oxidative burst creating disturbance in the cellular redox balance. This redox modulation could potentially alter protein conformation, affecting protein activity, and therefore initiating subsequent cellular responses is highly toxic to cells. In addition to being a toxicant, it has been considered as a signaling molecule and a regulator of the expression of some genes viz.*,* genes encoding antioxidants, cell rescue/defense proteins, and signaling proteins such as kinase, phosphatase, and transcription factors [43].

In cotton, ROS was detected through fluorescence of the ROS indicator 2′, 7′-dichlorodihydrofluoroscein diacetate (2, 7-DCH2FDA) in fiber initials at 0 dpa [44]. When bolls of *Gossypium hirsutum* fiber initiation mutants, naked seed (N1) and fuzzless Xinxianxiaoji (XinFLM), were treated with H_2_O_2_, fiber initials were expressed in both mutants by 0 dpa [45] indicating the role for ROS in fiber initiation. Similarly, research has begun to describe how Ca^2+^ participates in cotton fiber initiation and elongation [46] and it was observed that Ca^2+^ accumulation was correlated with fiber initiation and ER development in 0 dpa ovules compared to −1 dpa ovules, inline to this Microarray analysis showed that genes encoding components (calmodulin binding protein) of Ca^2+^ signaling were up-regulated at 1 dpa [25].

In plants, protein kinases and phosphatases play a key role in biotic and abiotic stress responses with concern in a wide range of developmental processes. In the present study several classes of protein kinases were found to be differentially expressed at MAPKs namely MPK3 and MPK9 were down regulated during 10 dpa. Similarly, receptor kinases like LLR transmembrane protein kinase and polygalacturonase inhibiting protein 1 belonging to LLR family were also shown down-regulation (Additional files 6 and 8).

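Mitogen-activated protein kinase 3 (AT3G45640.1), which acts in defence and stress signalling, was 9.15-fold lower in *Fl* at 10 dpa on 1 probe set (standard error 0.14, adjusted p = 1.1e-08, Benjamini-Hochberg in limma, 3 arrays per line) and 7.90-fold lower on another. MAP kinase kinase 9 (AT1G73500.1), an upstream activator in such cascades, was 5.68-fold lower, and MAP kinase kinase kinase 13 (AT1G07150.2) 7.86-fold. In *FL* kinase 3 rose by 4.28 and 3.60 on the log2 scale from 0 to 10 dpa, against 1.14 and 0.66 in *Fl*, where neither passed a fold of 3. The 4 probe sets were not DETs at 0 dpa.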

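A leucine-rich repeat (LRR) protein (AT1G33590.1) was 41.7-fold lower in *Fl* at 10 dpa on 1 probe set (standard error 0.11, adjusted p = 1.8e-11, Benjamini-Hochberg in limma, 3 arrays per line), 13.2-fold on a second and 6.29-fold on the last of 3. Polygalacturonase inhibiting protein 1 (AT5G06860.1), which blocks pectin-degrading enzymes of pathogens, was 4.43-fold lower, and rose in both lines between the stages, by 4.99 in *FL* and 2.21 in *Fl* on the log2 scale. An LRR transmembrane kinase (AT5G10290.1) was 3.18-fold lower and had a log2 difference of -1.07 at 0 dpa (standard error 0.085, adjusted p = 6.0e-06, Benjamini-Hochberg in limma), under a fold of 3. The interaction was -0.60. Polygalacturonase inhibiting protein 1 was 1.83-fold lower after repeated quantile normalization, and the kinase just under 3-fold lower without *Fl* 10 dpa replicate 3 and 2.86-fold lower after centring on the hybridization controls, each under the fold threshold.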

### Other metabolisms

In the present study, down-regulation of certain transcripts like HSP20-like chaperones superfamily protein codes for HSPs, LRR family protein and senescence related genes/proteins coding for senescence-associated gene 21 which have been in association to the stresses. 

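Senescence-associated gene 21 (AT4G02380.1), a late embryogenesis abundant protein that responds to dehydration, was 18.1-fold lower in *Fl* at 10 dpa on 1 probe set (standard error 0.098, adjusted p = 4.2e-11, Benjamini-Hochberg in limma, 3 arrays per line) and 16.0-fold lower on another. In *FL* it rose by 4.48 and 4.07 on the log2 scale between the stages, and in *Fl* it differed by 0.64 and -0.45. An HSP20-like chaperone (AT2G29500.1), a small heat shock protein, was 4.65-fold lower at 10 dpa. At 0 dpa it differed by -0.59. Of the 15 transcripts that Table S6 places under stress, 14 were lower and 1, a receptor-like kinase, was higher, counts that were the same adjusted over the list alone. The study chose the list on these arrays, which is not independent evidence. The HSP20-like chaperone was 2.98-fold lower after repeated quantile normalization, just under the fold threshold.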

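Chaperone DnaJ-domain protein (AT2G17880.1), a partner of the heat shock protein HSP70, was measured by a pair of probe sets with the same homolog. At 0 dpa the first was 3.23-fold higher in *Fl* (standard error 0.073, adjusted p = 2.9e-08, Benjamini-Hochberg in limma, 3 arrays per line) and the other had a log2 difference of 0.89, not a DET. At 10 dpa the other was 14.4-fold lower (standard error 0.095, adjusted p = 6.4e-11, Benjamini-Hochberg in limma) and the first differed by -0.34. The other fell by 3.24 on the log2 scale in *Fl* from 0 to 10 dpa, and both had a negative interaction, of -2.04 for the first and -4.74 for the other.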

Transcript associated with the abiotic stress coding for Chaperone DnaJ-domain superfamily protein was found to be up-regulated at fibre initiation stage and the same was showing down-regulation at elongation stage. While studying the *Fl* line, spermidine protein encoding spermidine synthase was showing up-regulation at 0 dpa and down-regulation at 10 dpa (Additional files 5 and 6). 

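Spermidine synthase 3 (AT5G53120.6) had a log2 difference between *Fl* and *FL* of -7.25 at 0 dpa (standard error 0.082, adjusted p = 1.9e-13, Benjamini-Hochberg in limma) and -7.39 at 10 dpa, lower in *Fl* at both stages. Its level was 3.62 ± 0.08 (SD, n = 3) in *FL* and -3.64 ± 0.14 (SD, n = 3) in *Fl* at 0 dpa, and 3.63 ± 0.044 (SD, n = 3) and -3.76 ± 0.11 (SD, n = 3) at 10 dpa. This was the lowest ratio of any transcript at either stage. The paper's qRT-PCR also has it lower in *Fl* at both stages, by values much smaller in size than these log2 differences. Neither line changed between the stages by a DET, with differences of 0.02 in *FL* and -0.12 in *Fl*, and the interaction was -0.14 (standard error 0.12, adjusted p = 0.45, Benjamini-Hochberg in limma).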

All these factors support to abiotic stress resistance in plants. Therefore, their down-regulation arrested fibre elongation (as fibre elongation itself is a stressful process).

### Quantitative reverse transcription PCR

A total of 16 genes were selected for verification of the microarray data based on enrichment analysis of biological processes and expression profiles of genes differentially expressed during the initiation and elongation. (Table 2 and Fig. 5).

Several key gene function categories were selected which included cell wall biosynthesis and elongation factors including EXPANSIN-like B1, UDP-D-glucose/UDP-D-galactose 4-epimerase 1, tubulins, β-galactosidases, transcription factor like Zinc finger (C3HC4-type RING finger) family protein, MYB domains, LTPs like PITP, KCS genes involved in cellular communication and signal transduction encoding MAPK, MPKs.

For validation the cytoskeleton related genes having role in fibre elongation and onset of secondary cell wall deposition like actin depolymerizing factor (ADFs) were also selected. Genes like senescence-associated gene/SAG21 which responds to dehydration and signal transduction related genes like calcineurin b-like protein 01 (CBL1) involving in the calcium signaling. Some genes involved in carbohydrate metabolism, stress responses and sugar signaling like cell wall/vacuolar inhibitor of fructosidase 1 (AtC/VIF, cell wall/vacuolar inhibitor of fructosidase) and LRR proteins and Peroxidase 2 involving in ROS scavenging were also validated using qRT-PCR. The fold change regulation and the results are represented in the Table 2 and Fig. 5.

## Conclusion

Phenotypic characterization of fuzzy-lintless (*Fl*) line provides the information in elucidating mechanism regulating cotton fiber development and morphological difference between the lines. SEM analysis showed no difference in the fibre initials except for the fuzz development in fuzzy-lintless (*Fl*) line which is due to the down-regulation of some genes necessary for fibre development. Up-regulation of the transcription factors like AP2-EREBP, C2H2, C3H, HB, WRKY and phytohormones (auxin, ethylene, gibberlic acid and BR) biosynthesis at 0 dpa and their down-regulation at the 10 dpa might loss the co-ordination in the development process and ceased the fibre growth in fuzzy-lintless line. Likewise, genes involved in synthesis of VLCFA chain, singaling molecules in lipid metabolism (PtdIns) get down-regulated. 

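The homeobox and C3H transcripts of Table S3 were measured at both stages. Homeobox protein 40 (AT4G36740.1), on a pair of probe sets, and BEL1-like homeodomain 1 (AT2G35940.3), which act in meristem and organ development, were 10.0-fold, 3.17-fold and 7.36-fold lower in *Fl* at 10 dpa (log2 standard errors 0.067, 0.073 and 0.15, 3 arrays per line). At 0 dpa they differed by 0.28, 0.44 and -0.20 on the log2 scale and were not DETs. The only C3H member, a WD40 repeat-like protein (AT3G18950.1), was 8.45-fold lower at 10 dpa and differed by 0.29 at 0 dpa. In *FL* all 4 probe sets rose between the stages, the C3H member by 3.23. At 10 dpa the homeobox protein 40 probe set at 3.17-fold was 1.91-fold lower after repeated quantile normalization and 2.85-fold after centring on the hybridization controls, under the fold threshold.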

Down-regulation of the transcripts necessary for the energy and cell wall metabolism such as TPS, endo-xyloglucan hydrolase family proteins, UDP-glucose 4-epimerase (UGE), EXPANSINs, AGPs and tubulin may be the probable reason for the undergrowth of the fibre in the *Fl* line. Transcript related to signaling i.e. Ca^2+^ and ROS as well as some HSPs and SPDS3 was down regulated mainly at 0 dpa which may lead to reduced fiber growth. Some miscellaneous factors like cellular and signal transduction coding for MAPK cascade, plant RLKs and LRR family proteins were down regulated at 10 dpa. Down-regulation of such of these factors known for cellular communication during fibre development resulted into fibrelessness in the mutant *Fl* line. This report also supports the previous findings of role of phytohormones in fibre development and LTPs in the transport of lipid molecule from plasma membrane to the cell wall.

## Additional files

Additional file 1: Table S1. Differentially expressed transcripts in *Gossypium arboreum* fuzzy-lintless line (*Fl*) as compared to fuzzy-linted line (*FL*) at fibre initiation stage (0 dpa). (DOC 93 kb)

Additional file 2: Table S2. Differentially expressed transcripts in *Gossypium arboreum* fuzzy-lintless line (*Fl*) as compared to fuzzy-linted line (*FL*) at fibre initiation stage (10 dpa). (DOC 284 kb)

Additional file 3: Table S3. Differentially expressed transcripts encoding transcription factors (TFs) in *Gossypium arboreum* fuzzy-lintless line (*Fl*) as compared to fuzzy-linted (*FL*) at fibre itiation stage (0 dpa) and fibre elongation stage (10 dpa). (DOC 75 kb)

Additional file 4: Table S4. Differentially expressed transcripts related to phytohormone signalling in *Gossypium arboreum* fuzzy-lintless line (*Fl*) as compared to fuzzy-linted (*FL*) at fibre at 0 dpa and 10 dpa. (DOC 156 kb)

Additional file 5: Table S5. Overview of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software *Gossypium arboreum* fuzzy-lintless line (*Fl*) at 0 dpa (DOC 103 kb)

Additional file 6: Table S6. Overview of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in *Gossypium arboreum* fuzzy-lintless line (*Fl*) at 10 dpa. (DOC 313 kb)

Additional file 7: Table S7. Short listed view of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in *Gossypium arboreum* fuzzy-lintless line (*Fl*) at 0 dpa. (DOC 37 kb)

Additional file 8: Table S8. Short listed view of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in *Gossypium arboreum* fuzzy-lintless line (*Fl*) at 10 dpa. (DOC 93 kb)

## Abbreviations

2, 7-DCH2FDA: 2′, 7′-dichlorodihydrofluoroscein diacetate
ACO: Acyl-CoA
ACTs: Actins
ADFs: Actin depolymerizing factor
AGPs: Arabinogalactan proteins
BL: Brassinolide
BR: Brassinosteroids
CBL1: Calcineurin b-like protein 01
DETs: Differentially expressed transcripts
DPA: Days post anthesis
ER: Endoplasmic reticulum
ERFs: Element binding factors
F3H: Flavanone 3-hydroxylase
FDR: False discovery rate
GA: Gibberellic acid
GAL: Galactosidases
H_2_O_2_: Hydrogen peroxide
HAD: Haloacid dehalogenase-like hydrolase
HSPs: Heat shock proteins
JA: Jasmonic acid
LTPs: Lipid transfer proteins
NAR: Naringenin
PITP: Phosphatidylinositol transfer family protein
PM: Plasma membrane
RLKs: Plant receptor-like kinases
RMA: Robust Multiarray Average
ROS: Reactive oxygen species
SA: Salicylic acid
SCW: Secondary cell wall
SCWD: Secondary cell wall deposition
SEM: Scanning electron microscopy
SPDS3: Spermine synthase
STZ: Salt tolerant zinc finger
TF: Transcription factor
TPP: Trehalose-phosphate phosphatase 9
TPS: Trehalose 6- phosphate synthase
UDP-Glc: UDP-D glucose
UGT74B1: UDP-glucosyl transferase 74B1
UGT74C1: UDP-glucosyl transferase 74C1
VLCFA: Very-long-chain fatty acids
XTHs: Xyloglucan endotransglucosylase/hydrolase family protein

# Supplementary material for: Transcript profiling of genes expressed during fibre development in diploid cotton (Gossypium arboreum L.)
**Source:** BMC Genomics. 2017 Aug 31;18:675. doi: 10.1186/s12864-017-4066-y
**Supplement:** Supplementary file 1 — Differentially expressed transcripts in Gossypium arboreum fuzzy-lintless line (Fl) as compared to fuzzy-linted line (FL) at fibre initiation stage (0 dpa).

**Table S1: Differentially expressed transcripts in *Gossypium arboreum* fuzzy-lintless line (*Fl*) as compared to fuzzy-linted line (*FL*) at fibre initiation stage (0 dpa).**

| **Sr. No** | **Gene_ID** | **Fold change** | **Regulation** | **UniGene ID** | **Accession No.** | **Closest Arabidopsis homolog** | **Description(TAIR database)** | ***E* value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | GhiAffx.7054.1.S1_at | 16.50139 | Up | Ghi.9926 | DW509967.1 | AT5G59550.1 | zinc finger (C3HC4-type RING finger) family protein | 2.00E-41 |
| 2 | Ghi.10443.1.S1_at | 15.732822 | Up | Ghi.10443 | DT049130 | AT1G19210.1 | Integrase-type DNA-binding superfamily protein | 2.00E-39 |
| 3 | Ghi.1092.1.A1_x_at | 15.018939 | Up | Ghi.18632 | DT462950 | AT4G29780.1 | unknown protein | 2.00E-43 |
| 4 | Ghi.4920.1.A1_at | 14.513754 | Up | Ghi.4920 | DN758194 |  |  |  |
| 5 | Ghi.1092.3.S1_s_at | 12.998623 | Up | Ghi.18610 | DT467839 | AT4G29780.1 | unknown protein | 1.00E-103 |
| 6 | GhiAffx.11775.1.S1_at | 10.959008 | Up | Ghi.16170 | DW224036.1 | AT5G17350.1 | unknown protein | 4.00E-28 |
| 7 | GhiAffx.7649.1.S1_s_at | 10.767832 | Up | Ghi.18614 | DW478800.1 | AT5G12010.1 | unknown protein | 9.00E-72 |
| 8 | Ghi.3673.1.S1_at | 10.481772 | Up | Ghi.3673 | DT462887 | AT1G19210.1 | Integrase-type DNA-binding superfamily protein | 4.00E-44 |
| 9 | GhiAffx.52646.1.S1_at | 8.782509 | Up | Ghi.11801 | DW500254.1 | AT4G13395.1 | ROTUNDIFOLIA like 12 | 0.00000002 |
| 10 | Ghi.3284.1.S1_s_at | 7.9350553 | Up | Ghi.3284 | DT466688 | AT5G12010.1 | unknown protein | 3.00E-136 |
| 11 | GhiAffx.19697.1.A1_s_at | 7.9164195 | Up | Ghi.10366 | DW227913.1 | AT3G11760.1 | unknown protein | 4.00E-48 |
| 12 | Ghi.106.1.S1_s_at | 7.706848 | Up | Ghi.106 | DR462832 |  |  |  |
| 13 | Ghi.9175.1.S1_at | 7.629576 | Up | Ghi.9175 | DR462212 | AT5G51190.1 | Integrase-type DNA-binding superfamily protein | 2.00E-33 |
| 14 | Ghi.3763.1.A1_s_at | 7.1966577 | Up | Ghi.3763 | DT461952 | AT3G63380.1 | ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein | 2.00E-25 |
| 15 | Ghi.4983.1.A1_at | 6.4690266 | Up | Ghi.4983 | DV849718 | AT5G04340.1 | zinc finger of Arabidopsis thaliana 6 | 3.00E-32 |
| 16 | GhiAffx.24550.1.S1_at | 5.7237525 | Up | Ghi.16133 | DN818231 | AT4G27280.1 | Calcium-binding EF-hand family protein | 9.00E-34 |
| 17 | Ghi.664.1.S1_at | 5.093521 | Up | Ghi.664 | CA992783 | AT3G61460.1 | brassinosteroid-responsive RING-H2 | 1.00E-54 |
| 18 | Ghi.8610.1.S1_s_at | 5.069452 | Up | Ghi.8610 | CA992956 | AT5G22250.1 | Polynucleotidyl transferase, ribonuclease H-like superfamily protein | 1.00E-104 |
| 19 | Ghi.9192.1.S1_s_at | 4.986691 | Up | Ghi.9192 | DT468825 | AT1G80840.1 | WRKY DNA-binding protein 40 | 5.00E-50 |

| 20 | GhiAffx.63620.1.S1_at | 4.9628625 | Up | Ghi.15977 | DW505500.1 | AT5G55850.3 | RPM1-interacting protein 4 (RIN4) family protein | 7E-13 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 21 | Ghi.10366.2.S1_at | 4.9414372 | Up | Ghi.10366 | AW561926 | AT2G25460.1 | CONTAINS InterPro DOMAIN/s: C2 calcium-dependent membrane targeting (InterPro:IPR000008) | 6.00E-50 |
| 22 | Ghi.8749.1.S1_at | 4.591602 | Up | Ghi.8749 | DT463517 | AT5G47230.1 | ethylene responsive element binding factor 5 | 2.00E-45 |
| 23 | Ghi.10493.1.S1_s_at | 4.426241 | up | Ghi.17551 | DT466412 | AT5G57560.1 | Xyloglucan endotransglucosylase/hydrolase family protein | 2.00E-62 |
| 24 | GhiAffx.59715.1.S1_at | 4.221705 | up | Ghi.16596 | DW505344.1 | AT1G19210.1 | Integrase-type DNA-binding superfamily protein | 4.00E-30 |
| 25 | GhiAffx.21219.1.A1_s_at | 4.078241 | up | Ghi.9948 | DW236303.1 | AT1G69530.2 | expansin A1 | 7.00E-44 |
| 26 | Ghi.1085.2.S1_at | 3.879253 | up | Ghi.4 | CD485897 | AT3G26770.1 | NAD(P)-binding Rossmann-fold superfamily protein | 5.00E-43 |
| 27 | Ghi.5451.1.S1_at | 3.8172166 | up | Ghi.16253 | DQ122174.1 | AT4G11280.1 | 1-aminocyclopropane-1-carboxylic acid (acc) synthase 6 | 2.00E-176 |
| 28 | GhiAffx.5925.1.S1_at | 3.7370589 | up | Ghi.12812 | DW502097.1 | AT2G45760.1 | BON association protein 2 | 2.00E-26 |
| 29 | GhiAffx.3411.1.A1_at | 3.6744685 | up | Ghi.11868 | DW497356.1 | AT2G28710.1 | C2H2-type zinc finger family protein | 1.00E-26 |
| 30 | GbaAffx.201.1.S1_s_at | 3.6479692 | up |  | AY560553.1 |  |  |  |
| 31 | Ghi.2608.2.A1_at | 3.6166418 | up | Ghi.2608 | DT463212 | AT3G55840.1 | Hs1pro-1 protein | 3.00E-28 |
| 32 | Ghi.1513.1.S1_x_at | 3.6074338 | up | Ghi.1513 | CA994331 | AT5G38430.1 | Ribulose bisphosphate carboxylase (small chain) family protein | 2.00E-77 |
| 33 | Ghi.9149.4.A1_s_at | 3.5930614 | up | Ghi.17231 | CA993608 | AT1G32920.1 | unknown protein | 0.000004 |
| 34 | Ghi.1016.4.S1_s_at | 3.5463805 | up | Ghi.10821 | DT468576 | AT3G09270.1 | glutathione S-transferase TAU 8 | 2.00E-28 |
| 35 | Ghi.8126.1.S1_x_at | 3.5254004 | up | Ghi.6690 | AY779339.1 | AT3G15210.1 | ethylene responsive element binding factor 4 | 2.00E-16 |
| 36 | GhiAffx.5954.1.S1_s_at | 3.5167634 | up | Ghi.9346 | DW225147.1 | AT3G16720.1 | TOXICOS EN LEVADURA 2 | 8.00E-47 |
| 37 | Ghi.6748.1.A1_at | 3.456143 | up | Ghi.6748 | CA993446 | AT3G57450.1 | unknown protein | 6.00E-17 |
| 38 | GhiAffx.1119.1.S1_at | 3.3052182 | up | Ghi.13018 | DW242880.1 |  |  |  |
| 39 | GhiAffx.1119.2.S1_at | 3.2936802 | up | Ghi.15519 | DW225844.1 | ATCG00720.1 | photosynthetic electron transfer B | 2.00E-116 |

| 40 | Ghi.10778.2.S1_at | 3.2575119 | up | Ghi.10778 | CA993737 | AT2G17880.1 | Chaperone DnaJ-domain superfamily protein | 9.00E-27 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 41 | GhiAffx.61657.1.S1_at | 3.1391716 | up | Ghi.12559 | DW510592.1 | AT5G17220.1 | glutathione S-transferase phi 12 | 2.00E-66 |
| 42 | Ghi.9880.2.A1_x_at | 3.1105497 | up | Ghi.9880 | DT047349 | AT5G47230.1 | ethylene responsive element binding factor 5 | 4.00E-16 |
| 43 | Ghi.760.1.A1_x_at | 3.0644503 | up | Ghi.760 | DN827346 | AT1G52820.1 | 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein | 6.00E-43 |
| 44 | Ghi.807.1.S1_s_at | 3.046491 | up | Ghi.17797 | DT465871 | AT1G27730.1 | salt tolerance zinc finger | 5.00E-30 |
| 45 | Ghi.10635.1.S1_x_at | 3.0207536 | up | Ghi.6780 | DN760160 | AT2G34430.1 | light-harvesting chlorophyll-protein complex II subunit B1 | 3.00E-127 |
| 46 | Ghi.3784.2.S1_s_at | 3.000441 | up | Ghi.3784 | DT457597 | AT5G19120.1 | Eukaryotic aspartyl protease family protein | 1.00E-17 |
| 47 | GhiAffx.2527.1.S1_s_at | 151.18683 | down | Ghi.13939 | DW497370.1 | AT5G53120.6 | spermidine synthase 3 | 3.00E-60 |
| 48 | Ghi.8931.1.S1_a_at | 87.72372 | down | Ghi.8931 | DT457712 |  |  |  |
| 49 | GhiAffx.22562.1.A1_at | 28.217451 | down | Ghi.13380 | DW238476.1 | AT2G04420.1 | Polynucleotidyl transferase, ribonuclease H-like superfamily protein | 0.000000002 |
| 50 | Ghi.7853.1.S1_at | 5.8283057 | down | Ghi.16284 | AF443118.1 | AT1G01630.1 | Sec14p-like phosphatidylinositol transfer family protein | 3.00E-74 |
| 51 | Ghi.5852.3.S1_s_at | 5.147951 | down | Ghi.5852 | CO498687 | AT3G01910.3 | sulfite oxidase | 1.00E-27 |
| 52 | GhiAffx.10850.1.A1_s_at | 4.545873 | down | Ghi.15954 | DN799961 | AT5G62680.1 | Major facilitator superfamily protein | 8.00E-17 |
| 53 | GhiAffx.25239.1.S1_at | 3.7861333 | down | Ghi.15924 | DW515297.1 |  |  |  |
| 54 | Ghi.5304.2.A1_x_at | 3.652858 | down | Ghi.5304 | DT048257 | AT5G42650.1 | allene oxide synthase | 0.000000001 |
| 55 | Ghi.5587.1.S1_at | 3.6226969 | down | Ghi.5587 | CA993040 |  |  |  |
| 56 | Ghi.1319.1.S1_s_at | 3.0949988 | down | Ghi.16399 | AF118230.1 | AT3G15353.1 | metallothionein 3 | 0.0000003 |
| 57 | GhiAffx.4679.1.A1_a_at | 3.0866187 | down | Ghi.12168 | DW510621.1 | AT4G01935.1 | unknown protein | 6.00E-73 |
| 58 | Ghi.884.1.S1_at | 3.0236187 | down | Ghi.884 | DR453639 | AT5G66985.1 | unknown protein | 0.000003 |

# Supplementary material for: Transcript profiling of genes expressed during fibre development in diploid cotton (Gossypium arboreum L.)
**Source:** BMC Genomics. 2017 Aug 31;18:675. doi: 10.1186/s12864-017-4066-y
**Supplement:** Supplementary file 2 — Differentially expressed transcripts in Gossypium arboreum fuzzy-lintless line (Fl) as compared to fuzzy-linted line (FL) at fibre initiation stage (10 dpa).

**Table S2: Differentially expressed transcripts in *Gossypium arboreum* fuzzy-lintless line (*Fl*) as compared to fuzzy-linted line (*FL*) at fibre initiation stage (10 dpa).**

| **Sr. No** | **Gene_ID** | **Fold change** | **Regulation** | **UniGene ID** | **Accession No.** | **Closest Arabidopsis homolog** | **Description(TAIR database)** | ***E* value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | Ghi.5860.1.S1_s_at | 46.18646 | up | Ghi.16418 | CO494172 | AT2G04780.2 | FASCICLIN-like arabinoogalactan 7 | 3.00E-41 |
| 2 | GhiAffx.32614.1.A1_x_at | 20.26679 | up |  | CO498615 |  |  |  |
| 3 | GhiAffx.49772.1.A1_at | 9.510919 | up |  | DT464025 | AT5G01890.1 | Leucine-rich receptor-like protein kinase family protein | 2E-15 |
| 4 | Ghi.1812.1.S1_at | 8.004698 | up | Ghi.1812 | DV850410 |  |  |  |
| 5 | Ghi.6236.2.S1_s_at | 7.36092 | up | Ghi.6236 | D88413.1 | AT4G37800.1 | xyloglucan endotransglucosylase/hydrolase 7 | 6.00E-134 |
| 6 | GraAffx.8958.1.S1_s_at | 6.785116 | up |  | CO087973 | AT4G37800.1 | xyloglucan endotransglucosylase/hydrolase 7 | 4.00E-111 |
| 7 | Ghi.6236.1.S1_s_at | 5.846538 | up | Ghi.6236 | AY189971.1 | AT4G37800.1 | xyloglucan endotransglucosylase/hydrolase 7 | 3.00E-124 |
| 8 | GhiAffx.52777.1.S1_at | 4.350262 | up | Ghi.15921 | DW515277.1 | ATCG00480.1 | ATP synthase subunit beta | 1.00E-138 |
| 9 | GhiAffx.42790.1.S1_at | 3.87759 | up |  | DW509815.1 | AT3G01550.1 | phosphoenolpyruvate (pep)/phosphate translocator 2 | 1.00E-64 |
| 10 | Ghi.272.1.S1_s_at | 3.845166 | up | Ghi.272 | DT561048 | AT1G64080.1 | unknown protein | 7.00E-24 |
| 11 | Ghi.10795.1.S1_s_at | 3.265911 | up | Ghi.6472 | CD486563 | AT2G45180.1 | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein | 1.00E-18 |
| 12 | GhiAffx.6062.1.S1_at | 3.16694 | up | Ghi.15960 | DW495992.1 | AT5G20820.1 | SAUR-like auxin-responsive protein family | 2.00E-21 |
| 13 | GraAffx.27319.1.S1_s_at | 3.155124 | up |  | CO089724 | AT2G36870.1 | xyloglucan endotransglucosylase/hydrolase 32 | 7.00E-143 |
| 14 | Gra.2669.1.A1_at | 3.080133 | up | Gra.2669 | CO085938 | AT1G70260.1 | nodulin MtN21 /EamA-like transporter family protein | 6.00E-26 |
| 15 | Ghi.6472.1.A1_s_at | 3.066469 | up | Ghi.6472 | CD485893 | AT2G45180.1 | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein | 5E-14 |
| 16 | GhiAffx.2527.1.S1_s_at | 168.9751 | down | Ghi.13939 | DW497370.1 | AT5G53120.6 | spermidine synthase 3 | 3.00E-60 |
| 17 | Ghi.7950.1.S1_at | 81.1664 | down | Ghi.16267 | AY366083.1 | AT5G06720.1 | peroxidase 2 | 5.00E-94 |

| 18 | GhiAffx.3185.1.S1_at | 76.70687 | down | Ghi.17263 | DW514553.1 | AT1G78860.1 | D-mannose binding lectin protein with Apple-like carbohydrate-binding domain | 2.00E-112 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 19 | GhiAffx.46297.1.S1_s_at | 58.77188 | down | Ghi.6465 | AI054544 | AT4G17030.1 | expansin-like B1 | 5E-14 |
| 20 | Ghi.8931.1.S1_a_at | 57.431 | down | Ghi.8931 | DT457712 |  |  |  |
| 21 | Ghi.6465.2.S1_at | 55.04907 | down | Ghi.6465 | CD485906 | AT4G17030.1 | expansin-like B1 | 2.00E-30 |
| 22 | Ghi.3370.1.A1_at | 45.29446 | down | Ghi.3370 | DT463939 | AT1G33590.1 | Leucine-rich repeat (LRR) family protein | 2.00E-78 |
| 23 | Gra.2141.1.S1_s_at | 39.88526 | down |  | CO123471 | AT1G05010.1 | ethylene-forming enzyme | 3.00E-118 |
| 24 | Ghi.8023.1.S1_at | 39.72076 | down | Ghi.16693 | DQ116443.1 | AT1G12010.1 | 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein | 4.00E-126 |
| 25 | Gra.1559.1.A1_at | 22.42489 | down | Gra.2231 | CO123242 | AT3G47340.1 | glutamine-dependent asparagine synthase 1 | 8.00E-85 |
| 26 | Gra.2231.1.S1_s_at | 21.86533 | down | Gra.2231 | CO089843 | AT3G47340.1 | glutamine-dependent asparagine synthase 1 | 0 |
| 27 | GhiAffx.8053.1.A1_at | 21.1322 | down |  | DW518810.1 | AT1G64160.1 | Disease resistance-responsive (dirigent-like protein) family protein | 4.00E-49 |
| 28 | Ghi.6067.1.A1_at | 20.80368 | down | Ghi.6067 | DT048703 | AT3G22600.1 | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein | 0.00000003 |
| 29 | Ghi.1660.1.S1_s_at | 19.49105 | down | Ghi.1660 | DN760124 |  |  |  |
| 30 | GhiAffx.19125.1.A1_at | 19.17262 | down |  | DW487672.1 | AT1G12780.1 | UDP-D-glucose/UDP-D-galactose 4-epimerase 1 | 7.00E-139 |
| 31 | Ghi.6496.1.S1_a_at | 18.63631 | down | Ghi.8364 | CD486227 | AT4G02380.1 | senescence-associated gene 21 | 1.00E-16 |
| 32 | Ghi.1552.1.S1_s_at | 18.20026 | down | Ghi.1552 | DN779868 | AT1G47960.1 | cell wall / vacuolar inhibitor of fructosidase 1 | 2.00E-25 |
| 33 | GhiAffx.7806.1.S1_at | 17.08208 | down | Ghi.1230 | DW515985.1 | AT1G80130.1 | Tetratricopeptide repeat (TPR)-like superfamily protein | 3.00E-32 |
| 34 | Ghi.9146.1.S1_s_at | 15.87656 | down | Ghi.9146 | DT463593 | AT5G13740.1 | zinc induced facilitator 1 | 1.00E-52 |
| 35 | Ghi.6780.1.S1_s_at | 15.1656 | down | Ghi.6780 | CA993199 | AT2G17880.1 | Chaperone DnaJ-domain superfamily protein | 4.00E-24 |
| 36 | Ghi.8364.1.A1_at | 15.02456 | down | Ghi.8364 | CA993541 | AT4G02380.1 | senescence-associated gene 21 | 2.00E-16 |
| 37 | Ghi.6953.1.S1_s_at | 15.0156 | down | Ghi.16374 | DQ116442.1 | AT1G05010.1 | ethylene-forming enzyme | 7.00E-121 |
| 38 | Ghi.490.1.S1_s_at | 14.92188 | down | Ghi.490 | DT465033 | AT1G33590.1 | Leucine-rich repeat (LRR) family protein | 2.00E-25 |

| 39 | Ghi.6538.1.S1_at | 14.71982 | down | Ghi.6538 | CD485949 | AT3G04070.1 | NAC domain containing protein 47 | 1.00E-84 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 40 | Ghi.9152.2.A1_at | 14.70235 | down | Ghi.17824 | DT463871 |  |  |  |
| 41 | GhiAffx.44018.1.S1_at | 12.24216 | down | Ghi.15557 | DW502867.1 | AT1G30260.1 | BEST Arabidopsis thaliana protein match is: Galactosyltransferase family protein (TAIR:AT4G21060.1) | 0.000000001 |
| 42 | Ghi.9193.2.A1_at | 12.23719 | down | Ghi.9193 | DT469110 | AT3G56400.1 | WRKY DNA-binding protein 70 | 4.00E-26 |
| 43 | Ghi.8448.1.S1_x_at | 11.60727 | down | Ghi.8448 | AF521240.1 | AT5G12250.1 | beta-6 tubulin | 0 |
| 44 | Ghi.6693.1.A1_at | 11.06929 | down | Ghi.6693 | CA993655 |  |  |  |
| 45 | GraAffx.1410.1.S1_at | 11.0522 | down |  | CO125821 | AT5G65980.1 | Auxin efflux carrier family protein | 9.00E-102 |
| 46 | Ghi.699.1.S1_s_at | 10.82811 | down | Ghi.699 | DR456003 |  |  |  |
| 47 | Ghi.6088.2.A1_s_at | 10.75481 | down | Ghi.6088 | DV849489 | AT3G45640.1 | mitogen-activated protein kinase 3 | 3.00E-27 |
| 48 | Ghi.10655.1.S1_s_at | 10.4581 | down | Ghi.10655 | DN780602 | AT3G47340.1 | glutamine-dependent asparagine synthase 1 | 0 |
| 49 | Ghi.3578.1.S1_s_at | 10.34841 | down | Ghi.3578 | DT567472 | AT4G36740.1 | homeobox protein 40 | 2.00E-44 |
| 50 | Ghi.9152.1.S1_at | 10.33359 | down | Ghi.9152 | DT462541 | AT3G18950.1 | Transducin/WD40 repeat-like superfamily protein | 2.00E-99 |
| 51 | Ghi.7874.1.S1_s_at | 10.27751 | down | Ghi.16277 /// Ghi.7874 | AY962572.1 | AT3G16770.1 | ethylene-responsive element binding protein | 1.00E-34 |
| 52 | Ghi.8389.1.S1_a_at | 10.24861 | down | Ghi.8389 | CO498953 | AT4G15610.1 | Uncharacterised protein family (UPF0497) | 1.00E-22 |
| 53 | Ghi.6362.1.S1_at | 10.04844 | down | Ghi.6362 | CO491551 |  |  |  |
| 54 | Ghi.7907.2.A1_at | 9.67557 | down | Ghi.7907 | DT463334 |  |  |  |
| 55 | Ghi.7942.2.S1_a_at | 9.429709 | down | Ghi.7942 | DT467978 | AT2G21620.1 | Adenine nucleotide alpha hydrolases-like superfamily protein | 2.00E-66 |
| 56 | Ghi.8123.1.S1_at | 8.612653 | down | Ghi.8123 | X52305.1 | AT5G03860.2 | malate synthase | 0 |
| 57 | Ghi.6543.1.S1_s_at | 8.538899 | down | Ghi.6543 | DN780646 | AT4G14550.1 | indole-3-acetic acid inducible 14 | 4.00E-77 |
| 58 | GhiAffx.31391.1.S1_s_at | 8.354315 | down |  | DW481920.1 | AT3G18830.1 | polyol/monosaccharide transporter 5 | 9.00E-122 |
| 59 | Ghi.5521.1.A1_s_at | 8.330377 | down | Ghi.5521 | DT047436 | AT5G01210.1 | HXXXD-type acyl-transferase family protein | 2.00E-17 |
| 60 | Ghi.8033.1.S1_s_at | 8.29359 | down | Ghi.16611 | DQ122187.1 | AT2G20340.1 | Pyridoxal phosphate (PLP)-dependent transferases superfamily protein | 2.00E-155 |
| 61 | Ghi.1043.4.S1_at | 8.142763 | down | Ghi.17859 | DT463348 | AT5G05340.1 | Peroxidase superfamily protein | 2.00E-66 |

| 62 | Ghi.5887.1.S1_at | 7.941222 | down | Ghi.5887 | CO499594 | AT5G54940.2 | Translation initiation factor SUI1 family protein | 3.00E-46 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 63 | Ghi.1016.4.S1_s_at | 7.797561 | down | Ghi.10821 | DT468576 | AT3G09270.1 | glutathione S-transferase TAU 8 | 2.00E-28 |
| 64 | Ghi.8381.1.S1_s_at | 7.79501 | down | Ghi.8381 | DT047422 |  |  |  |
| 65 | Ghi.3335.1.A1_at | 7.793686 | down | Ghi.19561 | DT463623 |  |  |  |
| 66 | GhiAffx.53241.1.S1_at | 7.749757 | down | Ghi.12870 | DW518118.1 | AT1G58170.1 | Disease resistance-responsive (dirigent-like protein) family protein | 1.00E-54 |
| 67 | Ghi.7171.1.A1_at | 7.735075 | down | Ghi.7171 | DT461933 |  |  |  |
| 68 | Ghi.8400.1.S1_s_at | 7.734738 | down | Ghi.9142 | DN827419 | AT2G15130.1 | Plant basic secretory protein (BSP) family protein | 8.00E-18 |
| 69 | Gra.1614.2.S1_x_at | 7.722575 | down | Gra.3247 | CO127533 | AT3G47340.1 | glutamine-dependent 4sparagines synthase 1 | 3.00E-179 |
| 70 | GhiAffx.22562.1.A1_at | 7.689648 | down | Ghi.13380 | DW238476.1 | AT2G04420.1 | Polynucleotidyl transferase, ribonuclease H-like superfamily protein | 0.000000002 |
| 71 | Ghi.6632.1.A1_s_at | 7.671162 | down | Ghi.2362 | DT461730 | AT1G07150.2 | mitogen-activated protein kinase kinase kinase 13 | 2E-14 |
| 72 | GbaAffx.196.1.A1_s_at | 7.633128 | down |  | AY572462.1 | AT3G16770.1 | ethylene-responsive element binding protein | 5.00E-29 |
| 73 | Ghi.4.1.A1_at | 7.606558 | down | Ghi.4 | CK987701 | AT1G52340.1 | NAD(P)-binding Rossmann-fold superfamily protein | 7.00E-64 |
| 74 | Ghi.1935.1.S1_at | 7.599018 | down | Ghi.1935 | DV848993 | AT3G29590.1 | HXXXD-type acyl-transferase family protein | 9.00E-26 |
| 75 | Ghi.3264.2.A1_s_at | 7.568856 | down | Ghi.3264 | DT463678 |  |  |  |
| 76 | Ghi.1436.1.S1_at | 7.506804 | down | Ghi.10655 | DN799898 | AT3G47340.1 | glutamine-dependent 4sparagines synthase 1 | 2.00E-24 |
| 77 | GhiAffx.33994.1.A1_s_at | 7.453239 | down |  | DW515886.1 | AT3G04070.2 | NAC domain containing protein 47 | 0.00000005 |
| 78 | Ghi.9243.2.A1_s_at | 7.434102 | down | Ghi.9243 | DR452409 | AT4G17900.1 | PLATZ transcription factor family protein | 3.00E-90 |
| 79 | Ghi.6822.1.A1_s_at | 7.313375 | down | Ghi.6822 | CA993006 | AT2G36750.1 | UDP-glucosyl transferase 73C1 | 1.00E-53 |
| 80 | Ghi.1847.1.S1_at | 7.26273 | down | Ghi.1847 | DV850045 | AT5G46050.1 | peptide transporter 3 | 2.00E-63 |
| 81 | GhiAffx.1859.1.S1_at | 7.239213 | down |  | DT468306 | AT5G13080.1 | WRKY DNA-binding protein 75 | 1.00E-40 |
| 82 | GhiAffx.5935.2.S1_s_at | 7.227638 | down | Ghi.9213 | DW235907.1 | AT3G55840.1 | Hs1pro-1 protein | 1.00E-50 |
| 83 | Ghi.8105.1.A1_s_at | 7.123931 | down | Ghi.8105 | AF488305.1 | AT5G06720.1 | peroxidase 2 | 9.00E-103 |

| 84 | Ghi.3135.1.S1_at | 7.021998 | down | Ghi.3135 | DT469074 | AT1G32450.1 | nitrate transporter 1.5 | 3.00E-127 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 85 | Ghi.6449.1.A1_at | 7.005597 | down | Ghi.6449 | CK640602 |  |  |  |
| 86 | Ghi.9146.2.S1_s_at | 6.696793 | down | Ghi.24492 | DT463838 | AT5G13740.1 | zinc induced facilitator 1 | 5.00E-62 |
| 87 | Ghi.5307.1.A1_at | 6.609644 | down | Ghi.5307 | DT048232 | AT3G48140.1 | B12D protein | 2.00E-32 |
| 88 | Ghi.4737.1.A1_at | 6.521595 | down | Ghi.4737 | DT051082 | AT1G26820.1 | ribonuclease 3 | 4.00E-68 |
| 89 | Gra.2314.1.S1_at | 6.476485 | down | Gra.2314 | CO126415 | AT3G13750.1 | beta galactosidase 1 | 4.00E-124 |
| 90 | Ghi.6088.1.S1_s_at | 6.336911 | down | Ghi.6088 | DT466983 | AT3G45640.1 | mitogen-activated protein kinase 3 | 2.00E-136 |
| 91 | Ghi.7279.1.S1_at | 6.333603 | down | Ghi.7279 | DR455241 | AT2G26910.1 | pleiotropic drug resistance 4 | 1.00E-23 |
| 92 | Ghi.7891.1.S1_s_at | 6.325849 | down | Ghi.7891 | DT462224 | AT1G03220.1 | Eukaryotic aspartyl protease family protein | 2.00E-86 |
| 93 | GhiAffx.18573.1.S1_s_at | 6.32572 | down | Ghi.1313 | DW500069.1 | AT1G15400.3 | unknown protein | 4.00E-23 |
| 94 | GhiAffx.22064.1.S1_at | 6.317846 | down | Ghi.12850 | DW498676.1 | AT3G14680.1 | cytochrome P450, family 72, subfamily A, polypeptide 14 | 6.00E-94 |
| 95 | GhiAffx.9239.1.S1_s_at | 6.295898 | down | Ghi.12614 | DW244026.1 | AT2G35940.3 | BEL1-like homeodomain 1 | 4E-13 |
| 96 | Ghi.5997.1.A1_at | 6.278993 | down | Ghi.5997 | CO492935 | AT1G29050.1 | TRICHOME BIREFRINGENCE-LIKE 38 | 4.00E-29 |
| 97 | Ghi.7907.1.S1_s_at | 6.206703 | down | Ghi.7907 | AI055500 | AT4G27410.2 | NAC (No Apical Meristem) domain transcriptional regulator superfamily protein | 2.00E-84 |
| 98 | Gra.2459.1.A1_s_at | 6.184939 | down | Gra.3587 | CO128080 | AT3G52840.1 | beta-galactosidase 2 | 2.00E-19 |
| 99 | Ghi.341.1.S1_x_at | 6.176137 | down | Ghi.341 | DR460630 |  |  |  |
| 100 | GhiAffx.48583.1.S1_at | 6.144695 | down |  | AI055122 | AT3G06490.1 | myb domain protein 108 | 3.00E-68 |
| 101 | Ghi.6539.1.S1_s_at | 6.073285 | down | Ghi.9213 | CD485942 | AT2G40000.1 | ortholog of sugar beet HS1 PRO-1 2 | 8.00E-33 |
| 102 | Ghi.1621.1.S1_x_at | 5.960155 | down | Ghi.1621 | DN760810 | AT3G27880.1 | Protein of unknown function (DUF1645) | 4E-13 |
| 103 | Ghi.6417.3.S1_s_at | 5.899771 | down | Ghi.6417 | DN826313 |  |  |  |
| 104 | Ghi.5022.4.A1_s_at | 5.890732 | down | Ghi.17602 | DT049392 | AT1G73500.1 | MAP kinase kinase 9 | 2.00E-38 |
| 105 | Ghi.2608.2.A1_at | 5.85847 | down | Ghi.2608 | DT463212 | AT3G55840.1 | Hs1pro-1 protein | 3.00E-28 |
| 106 | Ghi.3264.1.S1_s_at | 5.772931 | down | Ghi.3264 | DT466083 | AT1G01720.1 | NAC (No Apical Meristem) domain transcriptional regulator superfamily protein | 2.00E-125 |
| 107 | Ghi.4532.1.A1_at | 5.760909 | down | Ghi.4532 | DR457588 | AT4G18990.1 | xyloglucan endotransglucosylase/hydrolase 29 | 2.00E-16 |
| 108 | Ghi.6901.1.A1_s_at | 5.749808 | down | Ghi.6901 | CA992707 | AT1G27730.1 | salt tolerance zinc finger | 9E-11 |

| 109 | Ghi.4960.2.A1_s_at | 5.676947 | down | Ghi.4960 | DT046397 | AT4G27740.1 | Yippee family putative zinc-binding protein | 4.00E-17 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 110 | Ghi.4960.1.A1_s_at | 5.639016 | down | Ghi.4960 | DT051751 | AT4G27740.1 | Yippee family putative zinc-binding protein | 5.00E-26 |
| 111 | Ghi.10753.1.S1_at | 5.614182 | down | Ghi.10753 | DN760125 | AT4G27450.1 | Aluminium induced protein with YGL and LRDR motifs | 9.00E-84 |
| 112 | GhiAffx.25472.1.A1_s_at | 5.611794 | down |  | DW516477.1 | AT3G04720.1 | pathogenesis-related 4 | 4.00E-75 |
| 113 | Gra.1544.1.A1_s_at | 5.587249 | down |  | CO091149 | AT3G63010.1 | alpha/beta-Hydrolases superfamily protein | 7.00E-144 |
| 114 | Ghi.5775.1.S1_s_at | 5.514077 | down | Ghi.5775 | DT455881 | AT3G23150.1 | Signal transduction histidine kinase, hybrid-type, ethylene sensor | 4.00E-44 |
| 115 | Ghi.6417.4.S1_s_at | 5.504288 | down | Ghi.6417 | CO490783 |  |  |  |
| 116 | Ghi.1326.1.S1_s_at | 5.472375 | down | Ghi.1326 | DR463721 | AT3G25710.1 | basic helix-loop-helix 32 | 9.00E-26 |
| 117 | Ghi.3446.1.A1_at | 5.419879 | down | Ghi.3446 | DT462755 | AT4G28530.1 | NAC domain containing protein 74 | 2.00E-16 |
| 118 | Ghi.1955.1.S1_at | 5.386776 | down | Ghi.1955 | DV848730 | AT4G31240.2 | protein kinase C-like zinc finger protein | 7.00E-47 |
| 119 | Ghi.6722.1.S1_s_at | 5.302019 | down | Ghi.16396 | M88322.1 | AT1G01470.1 | Late embryogenesis abundant protein | 4.00E-59 |
| 120 | Ghi.9328.1.S1_s_at | 5.254816 | down | Ghi.4821 | DT048550 | AT5G13180.1 | NAC domain containing protein 83 | 2.00E-79 |
| 121 | GhiAffx.19570.1.S1_at | 5.245414 | down | Ghi.14271 | DW489734.1 | AT2G26560.1 | phospholipase A 2A | 7.00E-65 |
| 122 | Ghi.967.2.S1_s_at | 5.179194 | down | Ghi.967 | DR452676 | AT4G00230.1 | xylem serine peptidase 1 | 4E-13 |
| 123 | GhiAffx.25661.1.S1_at | 5.122869 | down | Ghi.11202 | DW517516.1 | AT3G27880.1 | Protein of unknown function (DUF1645) | 1.00E-24 |
| 124 | Gra.2056.1.A1_s_at | 5.045487 | down |  | CO121156 | AT2G16730.1 | glycosyl hydrolase family 35 protein | 2.00E-61 |
| 125 | Ghi.4349.1.A1_at | 5.01652 | down | Ghi.4349 | DT054063 | AT1G67980.2 | caffeoyl-CoA 3-O-methyltransferase | 1E-15 |
| 126 | Ghi.8110.1.S1_at | 4.90623 | down | Ghi.8110 | AY311597.1 | AT5G05340.1 | Peroxidase superfamily protein | 2.00E-132 |
| 127 | Ghi.3480.1.S1_at | 4.864676 | down | Ghi.3480 | DN760204 |  |  |  |
| 128 | GbaAffx.201.1.S1_s_at | 4.838012 | down |  | AY560553.1 |  |  |  |
| 129 | Ghi.3370.1.S1_s_at | 4.830588 | down | Ghi.3370 | DT466783 | AT1G33590.1 | Leucine-rich repeat (LRR) family protein | 2.00E-78 |
| 130 | Ghi.8424.1.A1_at | 4.822119 | down | Ghi.8424 | CO490790 |  |  |  |
| 131 | Ghi.10747.1.S1_at | 4.822069 | down | Ghi.10747 | DV850132 | AT4G17500.1 | ethylene responsive element binding factor 1 | 1.00E-52 |
| 132 | GhiAffx.23896.1.S1_at | 4.721586 | down | Ghi.11550 | DW497980.1 | AT4G21510.1 | F-box family protein | 1.00E-32 |
| 133 | GhiAffx.59002.1.S1_at | 4.708658 | down | Ghi.14714 | DW497255.1 | AT1G19530.1 | unknown protein | 7.00E-18 |

| 134 | Ghi.912.3.A1_at | 4.706751 | down | Ghi.912 | DT468062 | AT5G65140.1 | Haloacid dehalogenase-like hydrolase (HAD) superfamily protein | 8.00E-83 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 135 | GhiAffx.2060.1.S1_at | 4.663229 | down |  | DW477541.1 | AT1G15210.1 | pleiotropic drug resistance 7 | 8.00E-125 |
| 136 | Ghi.6523.1.S1_s_at | 4.638748 | down | Ghi.6523 | AF305064.1 |  |  |  |
| 137 | Ghi.1037.2.S1_x_at | 4.610213 | down | Ghi.8296 | CA993067 | AT3G15353.2 | metallothionein 3 | 0.0000007 |
| 138 | GhiAffx.7865.1.S1_at | 4.594069 | down |  | DW503266.1 | AT5G61590.1 | Integrase-type DNA-binding superfamily protein | 6.00E-34 |
| 139 | GhiAffx.16191.1.S1_at | 4.588662 | down | Ghi.11788 | DW507100.1 | AT2G29500.1 | HSP20-like chaperones superfamily protein | 2.00E-32 |
| 140 | Ghi.5587.1.S1_at | 4.540395 | down | Ghi.5587 | CA993040 |  |  |  |
| 141 | Ghi.5512.1.A1_s_at | 4.50005 | down | Ghi.5512 | DT047390 |  |  |  |
| 142 | Ghi.5626.1.S1_s_at | 4.467655 | down | Ghi.5626 | DT466989 | AT4G01500.1 | AP2/B3-like transcriptional factor family protein | 0.0000001 |
| 143 | Ghi.6410.1.S1_at | 4.438521 | down | Ghi.6410 | CD486551 | AT1G70830.3 | MLP-like protein 28 | 4.00E-49 |
| 144 | GhiAffx.21558.1.S1_s_at | 4.398123 | down |  | DW495821.1 | AT1G11190.1 | bifunctional nuclease I | 4.00E-117 |
| 145 | Ghi.967.1.S1_s_at | 4.380848 | down | Ghi.967 | AI728289 | AT5G67090.1 | Subtilisin-like serine endopeptidase family protein | 3.00E-83 |
| 146 | GhiAffx.42158.1.S1_at | 4.374403 | down | Ghi.18276 | DW233814.1 |  |  |  |
| 147 | Ghi.10676.1.S1_s_at | 4.287772 | down | Ghi.10676 | DT567365 | AT1G01360.1 | regulatory component of ABA receptor 1 | 1.00E-76 |
| 148 | Ghi.3184.1.S1_s_at | 4.250644 | down | Ghi.1202 | DT468147 | AT3G16910.1 | acyl-activating enzyme 7 | 6.00E-142 |
| 149 | Gra.2150.1.S1_s_at | 4.206167 | down | Gra.2150 | CO085918 | AT5G06570.2 | alpha/beta-Hydrolases superfamily protein | 1.00E-40 |
| 150 | GbaAffx.197.1.S1_s_at | 4.198405 | down |  | AY279356.1 | AT5G06860.1 | polygalacturonase inhibiting protein 1 | 1.00E-122 |
| 151 | Ghi.592.1.S1_at | 4.195285 | down | Ghi.592 | DR457234 |  |  |  |
| 152 | Ghi.1586.1.S1_at | 4.195183 | down | Ghi.17925 | DN760004 | AT2G36950.1 | Heavy metal transport/detoxification superfamily protein | 1.00E-43 |
| 153 | Ghi.798.1.S1_s_at | 4.159749 | down | Ghi.16386 | DQ116444.1 | AT1G05010.1 | ethylene-forming enzyme | 2.00E-130 |
| 154 | GbaAffx.207.1.S1_s_at | 4.109701 | down |  | AY560551.1 |  |  |  |
| 155 | Ghi.812.1.S1_at | 4.103185 | down | Ghi.812 | DT462925 | AT5G60680.1 | Protein of unknown function, DUF584 | 5.00E-33 |
| 156 | GhiAffx.28739.1.S1_s_at | 4.040947 | down | Ghi.15180 | DW502086.1 | AT5G47220.1 | ethylene responsive element binding factor 2 | 2.00E-29 |
| 157 | GhiAffx.15571.1.S1_a_at | 4.016547 | down |  | DW505599.1 | AT1G67920.1 | unknown protein | 0.00000001 |
| 158 | GarAffx.19282.1.S1_s_at | 3.983656 | down |  | AF416652.1 | AT1G24020.2 | MLP-like protein 423 | 0.0000006 |

| 159 | Ghi.6500.1.S1_at | 3.980963 | down | Ghi.6500 | AI728753 | AT3G03910.1 | glutamate dehydrogenase 3 | 2.00E-167 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 160 | GhiAffx.38714.1.S1_at | 3.948362 | down | Ghi.11105 | DW492836.1 | AT3G19990.1 | unknown protein | 5.00E-110 |
| 161 | GhiAffx.31355.1.S1_s_at | 3.936843 | down | Ghi.13637 | DT462536 | AT4G34138.1 | UDP-glucosyl transferase 73B1 | 1.00E-84 |
| 162 | Ghi.8342.1.S1_at | 3.905866 | down | Ghi.8342 | DV849242 |  |  |  |
| 163 | Gra.911.1.A1_s_at | 3.903166 | down | Gra.911 | CO121286 | AT3G61440.1 | BSAS3 | 3.00E-156 |
| 164 | GhiAffx.10920.2.S1_at | 3.875228 | down | Ghi.16091 | DW237583.1 | AT2G37170.1 | 2 | 9.00E-80 |
| 165 | Ghi.468.1.A1_s_at | 3.868022 | down | Ghi.16435 | AY189970.1 | AT2G19770.1 | profilin 5 | 7.00E-59 |
| 166 | Ghi.807.1.S1_s_at | 3.851732 | down | Ghi.17797 | DT465871 | AT1G27730.1 | salt tolerance zinc finger | 5.00E-30 |
| 167 | Ghi.6485.1.S1_s_at | 3.829199 | down |  | CD485617 |  |  |  |
| 168 | Ghi.5401.1.S1_s_at | 3.822087 | down | Ghi.5401 | DT047881 | AT3G61440.1 | BSAS3 | 5.00E-134 |
| 169 | Ghi.3451.2.A1_at | 3.805538 | down | Ghi.3451 | DT465672 | AT1G23870.1 | trehalose-phosphatase/synthase 9 | 4.00E-35 |
| 170 | Ghi.1533.1.S1_s_at | 3.79672 | down | Ghi.1533 | DR463368 |  |  |  |
| 171 | GhiAffx.9522.1.A1_s_at | 3.781433 | down | Ghi.19273 | DT049461 | AT3G25030.2 | RING/U-box superfamily protein | 4.00E-23 |
| 172 | GhiAffx.7814.1.S1_s_at | 3.70053 | down | Ghi.21981 | DW516033.1 | AT1G49320.1 | unknown seed protein like 1 | 1.00E-51 |
| 173 | GhiAffx.41174.1.A1_at | 3.689941 | down | Ghi.1905 | DW501616.1 |  |  |  |
| 174 | Ghi.4725.1.S1_s_at | 3.686573 | down | Ghi.4725 | AI726805 | AT5G13870.1 | xyloglucan endotransglucosylase/hydrolase 5 | 2.00E-98 |
| 175 | GhiAffx.17151.1.S1_at | 3.686039 | down | Ghi.19974 | DW243562.1 | AT5G52570.1 | beta-carotene hydroxylase 2 | 3.00E-86 |
| 176 | GraAffx.14609.1.A1_s_at | 3.66268 | down |  | CO127185 | AT4G33150.3 | lysine-ketoglutarate reductase/saccharopine dehydrogenase bifunctional enzyme | 3.00E-48 |
| 177 | GhiAffx.30199.1.S1_at | 3.661612 | down | Ghi.15715 | DW506814.1 | AT2G47260.1 | WRKY DNA-binding protein 23 | 7.00E-45 |
| 178 | GhiAffx.15490.1.S1_at | 3.632752 | down | Ghi.18655 | DW237402.1 | AT2G22570.1 | nicotinamidase 1 | 7.00E-88 |
| 179 | GhiAffx.61299.1.S1_at | 3.61332 | down | Ghi.18695 | DW508705.1 | AT1G17860.1 | Kunitz family trypsin and protease inhibitor protein | 1.00E-33 |
| 180 | Ghi.6102.1.S1_at | 3.575107 | down | Ghi.6102 | DR458734 |  |  |  |
| 181 | Ghi.6548.1.S1_s_at | 3.550099 | down | Ghi.16406 | AY207316.1 | AT5G55560.1 | Protein kinase superfamily protein | 5.00E-123 |
| 182 | Ghi.6547.1.S1_s_at | 3.532587 | down |  | DR458804 | AT4G12320.1 | cytochrome P450, family 706, subfamily A, polypeptide 6 | 6.00E-103 |
| 183 | GarAffx.37202.1.S1_x_at | 3.502486 | down |  | U23205.1 | AT5G23960.2 | terpene synthase 21 | 3.00E-98 |
| 184 | GhiAffx.1082.1.S1_at | 3.497402 | down | Ghi.12989 | DW511203.1 | AT4G33580.1 | beta carbonic anhydrase 5 | 3.00E-74 |
| 185 | Ghi.1037.4.A1_x_at | 3.494166 | down | Ghi.8296 | CA993008 |  |  |  |
| 186 | GhiAffx.1402.1.S1_at | 3.436156 | down | Ghi.14499 | DW231451.1 | AT1G15550.1 | gibberellin 3-oxidase 1 | 1.00E-73 |

| 187 | GraAffx.17697.1.A1_s_at | 3.434198 | down |  | CO086224 | AT5G47560.1 | tonoplast dicarboxylate transporter | 6.00E-70 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 188 | Ghi.9176.3.A1_at | 3.419338 | down | Ghi.9176 | DT464586 | AT3G51680.1 | NAD(P)-binding Rossmann-fold superfamily protein | 1.00E-57 |
| 189 | Ghi.3049.4.S1_at | 3.416076 | down | Ghi.3049 | DT463685 | AT5G02230.2 | Haloacid dehalogenase-like hydrolase (HAD) superfamily protein | 8.00E-54 |
| 190 | Gra.377.1.A1_s_at | 3.413284 | down | Gra.2265 | CO085937 | AT2G06850.1 | xyloglucan endotransglucosylase/hydrolase 4 | 1.00E-58 |
| 191 | Ghi.7293.1.S1_s_at | 3.39789 | down | Ghi.7293 | AI731856 | AT2G39420.1 | alpha/beta-Hydrolases superfamily protein | 4.00E-92 |
| 192 | GarAffx.19282.1.S1_x_at | 3.390929 | down |  | AF416652.1 | AT1G24020.2 | MLP-like protein 423 | 0.0000006 |
| 193 | Ghi.6262.1.S1_x_at | 3.36667 | down |  | DT464008 | AT4G17900.1 | PLATZ transcription factor family protein | 2.00E-48 |
| 194 | GhiAffx.24021.1.S1_at | 3.3666 | down |  | DW509098.1 | AT2G44970.2 | alpha/beta-Hydrolases superfamily protein | 4.00E-83 |
| 195 | Gra.998.2.S1_s_at | 3.354782 | down | Gra.998 | CO089323 | AT2G27830.1 | unknown protein | 2.00E-34 |
| 196 | Ghi.44.1.A1_at | 3.345396 | down | Ghi.44 | DR463380 | AT5G10290.1 | leucine-rich repeat transmembrane protein kinase family protein | 6.00E-44 |
| 197 | GhiAffx.36084.1.A1_at | 3.337532 | down | Ghi.21982 | DW516195.1 | AT2G04240.2 | RING/U-box superfamily protein | 2.00E-45 |
| 198 | GhiAffx.61605.1.S1_s_at | 3.336749 | down | Ghi.16587 | DN800946 | AT3G62550.1 | Adenine nucleotide alpha hydrolases-like superfamily protein | 9.00E-46 |
| 199 | Ghi.7536.1.S1_s_at | 3.306124 | down | Ghi.7536 | AI729592 | AT2G02010.1 | glutamate decarboxylase 4 | 0 |
| 200 | Gra.2847.1.A1_s_at | 3.293587 | down | Gra.2847 | CO071816 | AT3G17810.1 | pyrimidine 1 | 0 |
| 201 | Ghi.6557.1.S1_at | 3.270496 | down | Ghi.6557 | CD485783 | AT2G01300.1 | unknown protein | 4.00E-21 |
| 202 | Ghi.5305.1.A1_at | 3.252828 | down | Ghi.5305 | DT048241 | AT5G25890.1 | indole-3-acetic acid inducible 28 | 0.000003 |
| 203 | GhiAffx.60835.1.S1_at | 3.234412 | down | Ghi.12975 | DW506319.1 | AT5G58380.1 | SOS3-interacting protein 1 | 4.00E-61 |
| 204 | Gra.2050.1.S1_s_at | 3.231735 | down | Gra.2050 | CO126131 | AT1G12780.1 | UDP-D-glucose/UDP-D-galactose 4-epimerase 1 | 2.00E-170 |
| 205 | Gra.275.1.S1_s_at | 3.212169 | down | Gra.275 | CO090219 | AT1G60710.1 | NAD(P)-linked oxidoreductase superfamily protein | 1.00E-143 |
| 206 | GhiAffx.30941.1.S1_s_at | 3.207843 | down | Ghi.13511 | DW482613.1 | AT1G13260.1 | related to ABI3/VP1 1 | 4.00E-68 |
| 207 | GhiAffx.429.1.A1_at | 3.186557 | down |  | DW233845.1 | AT4G37890.2 | Zinc finger (C3HC4-type RING finger) family protein | 1.00E-56 |
| 208 | Ghi.7466.1.S1_at | 3.141613 | down | Ghi.7466 | AI730393 | AT3G51840.1 | acyl-CoA oxidase 4 | 3.00E-81 |

| 209 | Gra.378.1.A1_s_at | 3.13665 | down | Gra.378 | CO085861 | AT3G53980.2 | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein | 4.00E-40 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 210 | GhiAffx.6395.1.S1_s_at | 3.122005 | down | Ghi.13987 | DW484802.1 | AT4G14550.1 | indole-3-acetic acid inducible 14 | 2.00E-82 |
| 211 | Ghi.9281.1.A1_s_at | 3.119268 | down | Ghi.17961 | DT047152 | AT4G36740.1 | homeobox protein 40 | 8.00E-50 |
| 212 | Ghi.6692.1.S1_s_at | 3.078492 | down | Ghi.6692 | CA993159 | AT1G67920.1 | unknown protein | 2.00E-16 |
| 213 | GhiAffx.28716.1.S1_at | 3.064089 | down | Ghi.15689 | DW512426.1 | AT4G00880.1 | SAUR-like auxin-responsive protein family | 8.00E-29 |
| 214 | Gra.2844.1.S1_s_at | 3.043563 | down | Gra.17 | CO087535 | AT5G50790.1 | Nodulin MtN3 family protein | 4.00E-78 |
| 215 | GhiAffx.26021.1.S1_at | 3.036362 | down | Ghi.16198 | DW232275.1 | AT1G15380.2 | Lactoylglutathione lyase / glyoxalase I family protein | 1.00E-43 |
| 216 | GhiAffx.60253.1.S1_at | 3.027403 | down | Ghi.14666 | DW503386.1 | AT5G62150.1 | peptidoglycan-binding LysM domain-containing protein | 1.00E-31 |
| 217 | Ghi.8524.1.S1_at | 3.021253 | down | Ghi.18592 | DT048651 | AT5G49360.1 | beta-xylosidase 1 | 0 |
| 218 | Ghi.779.1.S1_at | 3.019226 | down | Ghi.779 | DN800052 | AT1G10370.1 | Glutathione S-transferase family protein | 5.00E-61 |
| 219 | GhiAffx.33535.1.S1_at | 3.014881 | down |  | AI727184 | AT2G16700.2 | actin depolymerizing factor 5 | 6.00E-58 |
| 220 | Ghi.3049.1.A1_at | 3.001209 | down | Ghi.3049 | DR456375 | AT5G02230.2 | Haloacid dehalogenase-like hydrolase (HAD) superfamily protein | 3.00E-33 |

# Supplementary material for: Transcript profiling of genes expressed during fibre development in diploid cotton (Gossypium arboreum L.)
**Source:** BMC Genomics. 2017 Aug 31;18:675. doi: 10.1186/s12864-017-4066-y
**Supplement:** Supplementary file 3 — Differentially expressed transcripts encoding transcription factors (TFs) in Gossypium arboreum fuzzy-lintless line (Fl) as compared to fuzzy-linted (FL) at fibre itiation stage (0 dpa) and fibre elongation stage (10 dpa).

**Table S3: Differentially expressed transcripts encoding transcription factors (TFs) in *Gossypium arboreum* fuzzy-lintless line(*Fl*) as compared to fuzzy-linted (*FL*) at fibre itiation stage (0 dpa) and fibre elongation stage (10).**

| **TF – Family** | **Gene_ID** | **Fold change** | **Regulation** | **UniGene ID** | **GenBank ID** | **Closest Arabidopsis homolog** | **Description(TAIR database)** | ***E* value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Fibre initiation stage (0 dpa)** | | | | | | | | |
| **AP2-EREBP** | Ghi.10443.1.S1_at | 15.732822 | up | Ghi.10443 | DT049130 | AT1G19210.1 | Integrase-type DNA-binding superfamily protein | 2.00E-40 |
| Ghi.3673.1.S1_at | 10.481772 | up | Ghi.3673 | DT462887 | AT1G19210.1 | Integrase-type DNA-binding superfamily protein | 4.00E-45 |
| Ghi.9175.1.S1_at | 7.629576 | up | Ghi.9175 | DR462212 | AT5G51190.1 | Integrase-type DNA-binding superfamily protein | 1.00E-34 |
| Ghi.8749.1.S1_at | 4.591602 | up | Ghi.8749 | DT463517 | AT5G47230.1 | ethylene responsive element binding factor 5 | 2.00E-46 |
| GhiAffx.59715.1.S1_at | 4.221705 | up | Ghi.16596 | DW505344.1 | AT1G19210.1 | Integrase-type DNA-binding superfamily protein | 3.00E-31 |
| Ghi.8126.1.S1_x_at | 3.5254004 | up | Ghi.6690 | AY779339.1 | AT3G15210.1 | ethylene responsive element binding factor 4 | 1.00E-17 |
| Ghi.9880.2.A1_x_at | 3.1105497 | up | Ghi.9880 | DT047349 | AT5G47230.1 | ethylene responsive element binding factor 5 | 4.00E-17 |
| **C2H2** | Ghi.4983.1.A1_at | 6.4690266 | up | Ghi.4983 | DV849718 | AT5G04340.1 | zinc finger of Arabidopsis thaliana 6 | 3.00E-33 |
| GhiAffx.3411.1.A1_at | 3.6744685 | up | Ghi.11868 | DW497356.1 | AT2G28710.1 | C2H2-type zinc finger family protein | 9.00E-28 |
| Ghi.807.1.S1_s_at | 3.046491 | up | Ghi.17797 | DT465871 | AT1G27730.1 | salt tolerance zinc finger | 4.00E-31 |
| **WRKY** | Ghi.9192.1.S1_s_at | 4.986691 | up | Ghi.9192 | DT468825 | AT1G80840.1 | WRKY DNA-binding protein 40 | 4.00E-51 |
| **Fibre elongation stage (10 dpa)** | | | | | | | | |
| **AP2-EREBP** | Ghi.7874.1.S1_s_at | 10.277513 | down | Ghi.16277 /// Ghi.7874 | AY962572.1 | AT3G16770.1 | ethylene-responsive element binding protein | 1.00E-35 |
| GbaAffx.196.1.A1_s_at | 7.6331277 | down |  | AY572462.1 | AT3G16770.1 | ethylene-responsive element binding protein | 5.00E-30 |
| Ghi.10747.1.S1_at | 4.822069 | down | Ghi.10747 | DV850132 | AT5G47220.1 | ethylene responsive element binding factor 2 | 1.00E-44 |
| GhiAffx.7865.1.S1_at | 4.5940685 | down |  | DW503266.1 | AT5G61590.1 | Integrase-type DNA-binding superfamily protein | 5.00E-35 |
| GhiAffx.28739.1.S1_s_at | 4.0409465 | down | Ghi.15180 | DW502086.1 | AT5G47220.1 | ethylene responsive element binding factor 2 | 2.00E-30 |
| GhiAffx.30941.1.S1_s_at | 3.2078433 | down | Ghi.13511 | DW482613.1 | AT1G13260.1 | related to ABI3/VP1 1 | 3.00E-69 |
| **AUX/IAA** | Ghi.6543.1.S1_s_at | 8.538899 | down | Ghi.6543 | DN780646 | AT4G14550.1 | indole-3-acetic acid inducible 14 | 3.00E-78 |
| GhiAffx.6395.1.S1_s_at | 3.1220052 | down | Ghi.13987 | DW484802.1 | AT4G14550.1 | indole-3-acetic acid inducible 14 | 2.00E-83 |
| **bHLH** | Ghi.1326.1.S1_s_at | 5.472375 | down | Ghi.1326 | DR463721 | AT3G25710.1 | basic helix-loop-helix 32 | 8.00E-27 |
| **C2H2** | Ghi.6901.1.A1_s_at | 5.749808 | down | Ghi.6901 | CA992707 | AT1G27730.1 | salt tolerance zinc finger | 9E-12 |
| Ghi.807.1.S1_s_at | 3.851732 | down | Ghi.17797 | DT465871 | AT1G27730.1 | salt tolerance zinc finger | 4.00E-31 |

| **C3H** | Ghi.9152.1.S1_at | 10.333591 | down | Ghi.9152 | DT462541 | AT5G49200.1 | WD-40 repeat family protein / zfwd4 protein (ZFWD4) | 3.00E-16 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **HB** | Ghi.3578.1.S1_s_at | 10.348414 | down | Ghi.3578 | DT567472 | AT4G36740.1 | homeobox protein 40 | 2.00E-45 |
| GhiAffx.9239.1.S1_s_at | 6.2958975 | down | Ghi.12614 | DW244026.1 | AT2G35940.3 | BEL1-like homeodomain 1 | 3E-14 |
| Ghi.9281.1.A1_s_at | 3.1192684 | down | Ghi.17961 | DT047152 | AT4G36740.1 | homeobox protein 40 | 7.00E-51 |
| **MYB** | GhiAffx.48583.1.S1_at | 6.144695 | down |  | AI055122 | AT3G06490.1 | myb domain protein 108 | 3.00E-69 |
| **NAC** | Ghi.6538.1.S1_at | 14.719816 | down | Ghi.6538 | CD485949 | AT3G04070.1 | NAC domain containing protein 47 | 1.00E-85 |
| Ghi.7907.1.S1_s_at | 6.206703 | down | Ghi.7907 | AI055500 | AT4G27410.2 | NAC (No Apical Meristem) domain transcriptional regulator superfamily protein | 2.00E-85 |
| Ghi.3264.1.S1_s_at | 5.772931 | down | Ghi.3264 | DT466083 | AT1G01720.1 | NAC (No Apical Meristem) domain transcriptional regulator superfamily protein | 2.00E-126 |
| Ghi.3446.1.A1_at | 5.4198785 | down | Ghi.3446 | DT462755 | AT4G28530.1 | NAC domain containing protein 74 | 2.00E-17 |
| Ghi.9328.1.S1_s_at | 5.254816 | down | Ghi.4821 | DT048550 | AT5G13180.1 | NAC domain containing protein 83 | 2.00E-80 |
| **Orphans** | Ghi.5775.1.S1_s_at | 5.514077 | down | Ghi.5775 | DT455881 | AT3G23150.1 | Signal transduction histidine kinase, hybrid-type, ethylene sensor | 4.00E-45 |
| **PLATZ** | Ghi.9243.2.A1_s_at | 7.4341016 | down | Ghi.9243 | DR452409 | AT4G17900.1 | PLATZ transcription factor family protein | 3.00E-91 |
| Ghi.6262.1.S1_x_at | 3.3666704 | down |  | DT464008 | AT4G17900.1 | PLATZ transcription factor family protein | 2.00E-49 |
| **WRKY** | Ghi.9193.2.A1_at | 12.23719 | down | Ghi.9193 | DT469110 | AT3G56400.1 | WRKY DNA-binding protein 70 | 4.00E-27 |
| GhiAffx.1859.1.S1_at | 7.2392125 | down |  | DT468306 | AT5G13080.1 | WRKY DNA-binding protein 75 | 1.00E-41 |
| Ghi.6088.1.S1_s_at | 6.3369107 | down | Ghi.6088 | DT466983 | AT4G12020.2 | protein kinase family protein | 5.00E-18 |
| Ghi.5022.4.A1_s_at | 5.890732 | down | Ghi.17602 | DT049392 | AT4G12020.2 | protein kinase family protein | 3E-10 |
| GhiAffx.30199.1.S1_at | 3.6616116 | down | Ghi.15715 | DW506814.1 | AT2G47260.1 | WRKY DNA-binding protein 23 | 6.00E-46 |
| Ghi.6548.1.S1_s_at | 3.5500994 | down | Ghi.16406 | AY207316.1 | AT4G12020.2 | protein kinase family protein | 5.00E-21 |

# Supplementary material for: Transcript profiling of genes expressed during fibre development in diploid cotton (Gossypium arboreum L.)
**Source:** BMC Genomics. 2017 Aug 31;18:675. doi: 10.1186/s12864-017-4066-y
**Supplement:** Supplementary file 4 — Differentially expressed transcripts related to phytohormone signalling in Gossypium arboreum fuzzy-lintless line (Fl) as compared to fuzzy-linted (FL) at fibre at 0 dpa and 10 dpa.

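Table S4 assigns DETs to the hormone pathways in which their closest *Arabidopsis* homologs take part, with a fold and a direction for each. The genes of a pathway can make, perceive or respond to the hormone, so a direction in the table is that of a transcript and not of a hormone level. Its first part, headed 10 dpa, holds 26 transcripts whose folds match the *Fl* against *FL* differences of 0 dpa, and its second part holds 82 of 10 dpa. A transcript can stand under a different homolog than in Table S1 or S2, since the match here is to the genes of a hormone database, as with the DnaJ transcript (AT2G17880.1), which is listed here as a xyloglucan endotransglucosylase/hydrolase.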

**Table S4: Differentially expressed transcripts related to phytohormone signalling in *Gossypium arboreum* fuzzy-lintless line(*Fl*) as compared to fuzzy-linted (*FL*) at fibre at 0 dpa and 10 dpa**.

<

# Supplementary material for: Transcript profiling of genes expressed during fibre development in diploid cotton (Gossypium arboreum L.)
**Source:** BMC Genomics. 2017 Aug 31;18:675. doi: 10.1186/s12864-017-4066-y
**Supplement:** Supplementary file 5 — Overview of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software Gossypium arboreum fuzzy-lintless line (Fl) at 0 dpa

**Table S5: Overview of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software *Gossypium arboreum* fuzzy-lintless line(*Fl*) at 0 dpa.**

# Supplementary material for: Transcript profiling of genes expressed during fibre development in diploid cotton (Gossypium arboreum L.)
**Source:** BMC Genomics. 2017 Aug 31;18:675. doi: 10.1186/s12864-017-4066-y
**Supplement:** Supplementary file 6 — Overview of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in Gossypium arboreum fuzzy-lintless line (Fl) at 10 dpa.

**Table S6: Overview of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in *Gossypium arboreum* fuzzy-lintless line(*Fl*) at 10 dpa.**

# Supplementary material for: Transcript profiling of genes expressed during fibre development in diploid cotton (Gossypium arboreum L.)
**Source:** BMC Genomics. 2017 Aug 31;18:675. doi: 10.1186/s12864-017-4066-y
**Supplement:** Supplementary file 7 — Short listed view of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in Gossypium arboreum fuzzy-lintless line (Fl) at 0 dpa.

**Table S7: Short listed view of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in *Gossypium arboreum* fuzzy-lintless line(*Fl*)at 0 dpa**.

| **Bincode** | **Name** | **Bin Details** | **Bin Description** | **Gene ID** | **Regulation** | **UniGene ID** | **GenBank ID** | **Closest Arabidopsis homolog** | **Description** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **10** | Cell wall | 10.7 | cell wall.modification | Ghi.10493.1.S1_s_at | 4.426241 | Ghi.17551 | DT466412 | AT5G57560.1 | Xyloglucan endotransglucosylase/hydrolase family protein |
|  |  | 10.7 | cell wall.modification | GhiAffx.21219.1.A1_s_at | 4.078241 | Ghi.9948 | DW236303.1 | AT1G69530.2 | expansin A1 |
| **34** | Transport | 34.99 | transport.misc | Ghi.7853.1.S1_at | -5.82831 | Ghi.16284 | AF443118.1 | AT1G01630.1 | Sec14p-like phosphatidylinositol transfer family protein |
| **16** | Secondary metabolism | | |  |  |  |  |  |  |
| **30** | Signalling | 30.1 | signalling.in sugar and nutrient physiology | GhiAffx.63620.1.S1_at | 4.962863 | Ghi.15977 | DW505500.1 | AT5G55850.3 | RPM1-interacting protein 4 (RIN4) family protein |
|  |  | 30.3 | signalling.calcium | GhiAffx.24550.1.S1_at | 5.723753 | Ghi.16133 | DN818231 | AT4G27280.1 | Calcium-binding EF-hand family protein |
|  |  | 30.3 | signalling.calcium | Ghi.3763.1.A1_s_at | 7.196658 | Ghi.3763 | DT461952 | AT3G63380.1 | ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein |
| **35** | Not assigned | 35.2 | not assigned.unknown | Ghi.2608.2.A1_at | 3.616642 | Ghi.2608 | DT463212 | AT3G55840.1 | Hs1pro-1 protein |
| **20** | Stress | 20.2.1 | stress.abiotic.heat | Ghi.10778.2.S1_at | 3.257512 | Ghi.10778 | CA993737 | AT2G17880.1 | Chaperone DnaJ-domain superfamily protein |
| **22** | Polyamine metabolism | 22.1.6 | polyamine metabolism.synthesis.spermidine synthase | GhiAffx.2527.1.S1_s_at | -151.187 | Ghi.13939 | DW497370.1 | AT5G53120.6 | spermidine synthase 3 |

# Supplementary material for: Transcript profiling of genes expressed during fibre development in diploid cotton (Gossypium arboreum L.)
**Source:** BMC Genomics. 2017 Aug 31;18:675. doi: 10.1186/s12864-017-4066-y
**Supplement:** Supplementary file 8 — Short listed view of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in Gossypium arboreum fuzzy-lintless line (Fl) at 10 dpa.

**Table S8: Short listed view of differentially expressed transcripts present in various metabolic processes based on MapMan (version 3.5) visualization software in *Gossypium arboreum* fuzzy-lintless line(*Fl*) at 10 dpa.**

How the deposited data were processed for this re-analysis (not part of the article)

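Ovules of the fuzzy-linted (*FL*) and fuzzy-lintless (*Fl*) lines of diploid cotton, collected at 0 dpa and 10 dpa, were measured on the Affymetrix cotton GeneChip, with 3 arrays for each line and stage and 12 arrays in all. The methods name 3 biological replicates. Each array was placed in its group by the line and the stage in its title and source. The record of replicate 1 of *FL* at 10 dpa also carries a stage field of 0 dpa, against its title and source, and was grouped as 10 dpa.

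The authors scanned the arrays, summarised the probes of each probe set by robust multi-array average (RMA) in GeneSpring GX-11.5 and deposited the result as log2 values. They called transcripts with an unpaired test at a false discovery rate of 0.01 and a fold of 3. The deposited table holds 21791 probe sets for transcripts and 98 for controls, against 23977 that the paper gives for the array, and the filter between them is not named. Every probe set of the deposited table has a median of 0 over the 12 arrays, which was found by computing the medians and is not named in the sources. Because of this centring the table holds no brightness over background, and no probe set could be called present or absent. Each array was described instead by its median and spread over all probe sets and by its control probe sets. There are 27 hybridization controls and 36 poly-A controls, which were left out of the tests.

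The values were tested as deposited, with no further normalization. The 12 arrays were fitted together in limma 3.58.1 (R 4.3.3) with a mean for each of the 4 groups, with moderated tests of the difference between *Fl* and *FL* at each stage, of the change from 0 to 10 dpa in each line, and of the interaction between line and stage. P-values were adjusted by Benjamini-Hochberg within each comparison over the 21791 probe sets. A probe set is called differentially expressed at an adjusted p of 0.01 or less and a fold of 3 or more, the thresholds of the paper's methods. In simulated data 100 probe sets were changed by log2 1 and another 100 by log2 2. At an adjusted p of 0.01 or less and any fold, 91% of the log2 1 changes were found at 0 dpa and 88% at 10 dpa. Of the log2 2 changes 100% were found at both stages, and each change had the right direction. With the fold of 3 added, which a change of log2 1 does not reach, 0 unchanged probe sets were called. That 0 therefore holds at a stricter threshold than the percentages.

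Summaries and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Groups of transcripts were read from Table S3 (transcription factor families), Table S4 (phytohormones) and Tables S5 and S6 (MapMan bins), and members called were counted after adjustment over all probe sets and over the list alone. Other lists of cell wall, cytoskeleton, stress and marker genes had been set as keywords for an annotation of the array. The files at hand pair no probe set with a gene, so those lists were not used, and names come only from the paper's tables. They are the closest *Arabidopsis* homologs and are given with the locus. Where several probe sets share a locus, the text tells them apart by their values.

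The rule for named transcripts had 3 parts. For each comparison of the lines, the 10 called probe sets with the largest fold in each direction and with no overlap between the arrays of the lines were named. Every probe set that the text, Table 1 or Table 2 of the paper names was added through Tables S1 to S8, whose values had been seen when the rule was written. For the interaction and the changes between stages, the 5 largest in each direction among those named in the tables were added. This gave 136 probe sets.

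The alternatives were a fit of the 6 arrays of each comparison only, a fold of 2, the unpaired t-test of the methods with adjusted and unadjusted p, centring each array on its median, quantile normalization repeated over the arrays, a block for the replicate number, each array left out in turn, an adjusted p of 0.05 and weights for the arrays. The quantile normalization was run on the deposited values, already centred on the median of each probe set, and gives every array the same spread. Centring each array on its hybridization controls was added after the data were seen. A filter on dim probe sets was planned and was not run, since the centred values hold no brightness. Other splits of the arrays into groups of the same sizes were fitted in the same way, 10 for each comparison of 3 arrays with 3, and 100 drawn for the interaction.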

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

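The tests below were set before the results they measure, except the test of the single transporter among the transcripts lower at both stages and the test of the direction of the hybridization controls, both chosen after the result was seen.

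The difference between the lines changed from 0 to 10 dpa for 355 transcripts, by a test of the difference itself. The highest number in any other of 100 splits of the arrays into lines was 255, so 1 split in 100, the real one, reached the real number, and chance can be excluded only for lines that differ at neither stage. That split kept the lines whole at 10 dpa, as did 10 of the splits, and these 10 with the real one are too few for a share under 0.05, so the change between stages was not tested apart from the difference at 10 dpa. The 10 that kept them whole at 0 dpa reached at most 50, and the 79 that mixed the lines at both stages, where the line difference widens the spread within groups, called 0. The lines differed in opposite directions at the 2 stages for 7 transcripts, which were higher in *Fl* at 0 dpa and lower at 10 dpa.

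At 0 dpa 69 transcripts were higher in *Fl*, among them transcripts for ethylene response factors, calcium signalling and wall loosening, while the hybridization controls differed by -0.65 on the log2 scale between the *Fl* and *FL* arrays of that stage, a signal that the paper does not report. A uniform scaling that raised these *Fl* arrays after normalization would have raised the controls too, and they were lower in all 3 *Fl* arrays than in any *FL* array, which argues against that scaling alone. Normalization can move the controls opposite to the total signal, so an effect of a different amount of RNA on the arrays was not tested and stays open, and that all 69 stayed called after centring on the controls was fixed by the direction of that centring. A fast response to handling that varies between ovule collections remains open: the mean pairwise correlation of these transcripts within groups was 0.134, against 0.0719 at the highest of 10000 random lists of the same size. The lists were drawn from all probe sets and not matched for spread. The correlation was taken over the arrays of both stages, so it does not describe the 0 dpa collections alone. Transcripts under shared regulation would vary together in the same way, so a difference between the lines in how this programme is controlled at initiation may also account for the pattern and was not tested apart.

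Spermidine synthase 3 and 5 others were lower in *Fl* at 0 and 10 dpa, where 0.146 would be shared by independent lists, and after centring on the hybridization controls 3 of the 6 were called at both stages. A sequence difference that leaves the probe set with no signal in *Fl* predicts no change between stages within *Fl*, and 0 of the 6 were called there in limma, with 2 at an unadjusted p under 0.05. Of all probe sets only 2.91% were called there, so 0 of 6 is likely under any explanation and does not tell them apart. Spermidine synthase 3 differed by only 0.02 between the stages in *FL* too. The transporter of the major facilitator superfamily (AT5G62680.1) was not called at 0 dpa after centring on the controls (2.74-fold lower). It goes against a lost signal for its own probe set, with a difference of -1.32 between 10 and 0 dpa in *Fl* (adjusted p = 5.5e-07, Benjamini-Hochberg in limma, 3 arrays per stage). For the others a transcript that *Fl* does not make at either stage may give the same values, and the arrays cannot tell the explanations apart. The paper's qRT-PCR, a separate measurement, has spermidine synthase 3 and the transcript of unknown function lower in *Fl* at both stages. For spermidine synthase 3 its values are much smaller in size than the log2 differences on the arrays. Of the pair, spermidine synthase 3 differs less by qRT-PCR and more on the arrays. The paper heads the qRT-PCR values as log fold changes and reads them as folds in its text, so their scale is uncertain. Those values were not tested here against either explanation, which stays open.

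Of the 227 transcripts lower in *Fl* at 10 dpa, 160 were called higher at 10 dpa than at 0 dpa within *FL* and 25 within *Fl*. Both comparisons with *FL* use its arrays of 10 dpa, so part of the overlap may come from the shared arrays, and how much was not tested (independent lists would share 6.68, a value that leaves out the sharing and so is no reference here). That these transcripts rise with fibre growth in *FL* and not in *Fl* may account for the pattern as a hypothesis. By the paper's electron microscopy, *FL* ovules bore many elongated fibre cells at 10 dpa and *Fl* ovules none, so the ovules differed in their fibre cells. How much of the pattern comes from that and how much from levels within cells was not tested, since whole ovules were measured. Quantile normalization repeated over the arrays, which narrowed the wider spread of the *FL* arrays of 10 dpa, gave 136 lower transcripts, of which 128 were among the 227. The values are centred on the median of each probe set, so large differences of these arrays themselves widen their spread. The drop therefore cannot tell an effect of array width from the differences.

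Outside Table S1, 28 transcripts were called at 0 dpa, 25 of them higher in *Fl*, and outside Table S2, 53 were called at 10 dpa, 29 of them higher.

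At 0 dpa 83 transcripts were called and at 10 dpa 270, against a highest of 0 in the other splits of the same arrays, and in each case 1 of 10 splits reached the real number. These 10 splits are too few for a share under 0.05.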

How the results depend on the processing

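Centring on the hybridization controls was chosen after the data were seen, and all other settings before. Of the 136 named values 134 were called, 130 were on the same side of the thresholds with each array left out, 94 in all planned settings and 101 in those other than the t-tests, and all 136 kept their direction in every setting. With a fold of 2, 167 were higher and 50 lower at 0 dpa, 162 higher and 514 lower at 10 dpa, 82 were common, and 767 were called for the interaction, 2086 between stages in *FL* and 1417 in *Fl*, since a lower fold calls more. Under the methods' t-test 15 were higher at 10 dpa and 8 common, where each probe set has its own spread from 3 arrays per group. Quantile normalization gave 28 lower at 0 dpa, 136 lower at 10 dpa and 4 lower of the cell wall list at 10 dpa. Hybridization control centring moved the median difference of all probe sets from -0.02 to 0.64 at 0 dpa and from 0.04 to 0.20 at 10 dpa and gave 192 higher and 4 lower at 0 dpa, 65 higher at 10 dpa, 40 common and 600 for the interaction. It kept 69 of the 69 higher and 4 of the 14 lower at 0 dpa, so these counts are relative to that shift. Between the stages in *Fl* it turned 399 higher and 235 lower into 318 and 324, and in *FL* 641 and 202 into 932 and 105, where quantile normalization gave 418 and 300. Quantile normalization made 65 of the 101 named values of 10 dpa over 1.5 times smaller in fold, such as peroxidase 2 (79.8 to 27.7) and expansin-like B1 (73.5 to 27.1). It made 9 of the 35 of 0 dpa over 1.5 times larger. This normalization gives every array the same spread of values. It thus narrowed the *FL* arrays of 10 dpa, whose SDs were 0.489 to 0.501 against 0.347 to 0.364 on the others. How much of each move comes from that was not tested. In these centred values large differences themselves widen the spread of an array, so such moves cannot tell an effect of array width from the differences. Hybridization control centring made 25 of the 35 named folds of 0 dpa over 1.5 times larger and 10 over 1.5 times smaller. No single array left out moved a named fold by as much as 1.5 times. With each array left out, 0 dpa gave 66 to 75 higher and 13 to 15 lower, 10 dpa gave 32 to 61 higher and 221 to 232 lower, and 15 to 20 were common. The interaction gave 349 to 370, the stages 839 to 859 in *FL* and 634 to 643 in *Fl*. The lists gave 10 in each case for the transcription factors higher at 0 dpa and 29 to 30 for those lower at 10 dpa, 23 to 24 and 69 to 74 for the hormones, and 9 in each case for the cell wall. Among these counts, the one higher at 10 dpa had the widest range in absolute number. It was 32 without *FL* 10 dpa replicate 2, 61 without *FL* 10 dpa replicate 3 and 59 without *Fl* 10 dpa replicate 1. A block for the replicate number gave 68 higher and 14 lower at 0 dpa, 43 and 227 at 10 dpa and 356 for the interaction. The values show no pairing of arrays by that number, since 18 pairs of arrays with the same number correlated at -0.203 to 0.0850 after group means were removed. The filter on dim probe sets was not run, and the centred values leave open how much of the count comes from probe sets near background.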

Differences from the paper's values

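All tests in this part were set before the data were examined, except the centring on the hybridization controls, which was chosen after the values were seen.

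The paper gives 8 transcripts common to both stages, and 17 were called here at the paper's thresholds. The paper's cluster of transcripts higher in *Fl* only at 10 dpa has 15 members, against 39 here, and its cluster higher at 0 dpa and lower at 10 dpa has 4, against 7. In the paper's Table S2, 15 transcripts are higher in *Fl* at 10 dpa, and 43 were higher here. Of the alternatives set before the data were examined, the methods' t-test with adjusted p falls within 1.5 times the paper's value in all 4 cases, with 8, 15, 3 and 15, and it calls 51 of the 58 transcripts of Table S1 and 209 of the 220 of Table S2. The cluster higher at 0 dpa and lower at 10 dpa also does so, with 6, without *Fl* 0 dpa replicate 1, without *Fl* 0 dpa replicate 2 and without *Fl* 10 dpa replicate 3. None of the other alternatives did so for these 4 values. The paper sorts by hierarchical clustering and the counts here are by thresholds.

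Of the 58 transcripts of Table S1, 3 were not called here, and of the 220 of Table S2, 3 were not, all with the direction of the tables and under a fold of 3. At 0 dpa these are a probe set of salt tolerance zinc finger (AT1G27730.1), a eukaryotic aspartyl protease (AT5G19120.1) and an unknown protein (AT4G01935.1), and at 10 dpa a lipid-transfer protein (AT2G45180.1), an NAD(P)-binding Rossmann-fold protein (AT3G51680.1) and a nodulin MtN3 protein (AT5G50790.1). A fold of 2 calls all 6. At 0 dpa, quantile normalization and leaving out *FL* 0 dpa replicate 1 each call 2 of the 3, array weights and leaving out *Fl* 0 dpa replicate 3 each call 1, and the centring on the hybridization controls, chosen after the values were seen, calls 2 and leaves 8 of the 58 listed uncalled. At 10 dpa, leaving out *Fl* 10 dpa replicate 2 calls all 3, and leaving out *FL* 10 dpa replicate 3 calls 1. Quantile normalization calls 1 and leaves 83 of the 220 listed uncalled, and the centring on the hybridization controls, chosen after the values were seen, calls 1 and leaves 23 of the 220 listed uncalled.

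For the direction of single transcripts, none of the settings called any of the following as the text has it. The paper has spermidine synthase higher in *Fl* at 0 dpa and lower at 10 dpa in its text on stress, while its tables at both stages and its closing summary at 0 dpa have it lower, as here, with spermidine synthase 3 at -7.25 and -7.39 on the log2 scale. The paper has salt tolerance zinc finger lower at initiation, and its probe sets were -0.24 and 1.48 at 0 dpa, the latter listed as higher in its Table S1, with -2.77 and -1.93 at 10 dpa in the paper's direction. The paper has xyloglucan endotransglucosylase/hydrolases 7 and 32 higher at both stages, and at 0 dpa their 4 probe sets lay between -0.30 and 0.21, while all were higher at 10 dpa. The paper has lipid-transfer proteins lower at 0 dpa beside the Sec14p-like transcript, and their 4 probe sets lay between -0.35 and 0.70 there, none called, while the Sec14p-like transcript was -2.50.

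The closing summary of the paper has the C3H and homeobox factors higher at 0 dpa, where they were 0.29 for C3H and 0.28, 0.44 and -0.20 for the homeobox probe sets, none called, and all 4 were lower at 10 dpa as the paper has it. It has calcium and reactive oxygen transcripts and heat shock proteins lower mainly at 0 dpa. The calcium-binding EF-hand transcript and the E1-E2 type ATPase were 2.51 and 2.76 there, the 4 peroxidase probe sets were -0.03 to 1.08 and the HSP20-like chaperone -0.59, the last 5 not called. The paper's own results and tables have these calcium transcripts higher at initiation and peroxidase 2 lower at elongation, as here. The closing summary also has arabinogalactan proteins lower, and FASCICLIN-like arabinogalactan 7 was 5.68 at 10 dpa, higher as in the paper's results and Table S2.

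The paper has the transcripts that were higher at initiation lower at elongation among the hormone genes. Of the 24 of Table S4 that were higher at 0 dpa, 2 were called lower at 10 dpa, though the difference changed toward lower in 22. The paper has no transcript of secondary metabolism at initiation, and terpene synthase 21 was 2.42 at 0 dpa and -1.69 at 10 dpa. The paper has the same DnaJ transcript higher at initiation and lower at elongation, and here the probe set called at 0 dpa, at 1.69, was -0.34 at 10 dpa, while the probe set called at 10 dpa, at -3.84, was 0.89 at 0 dpa. The paper has several acyl-activating enzymes lower, and its tables hold 1 probe set with that name, at -2.24. The paper names MAP kinase 9 as lower at 10 dpa, where its tables hold MAP kinase kinase 9, at -2.51, and UDP-glucosyl transferases 74B1 and 74C1, where its tables hold 73B1 and 73C1, at -1.89 and -3.16.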

Other observations

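The comparisons in this part were set before the results were seen, and the centring on the hybridization controls was chosen after.

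Within the linted line, 843 transcripts differed between 10 and 0 dpa, 641 higher and 202 lower at 10 dpa, a comparison that the paper does not report. The balance depends on the fold threshold and the normalization: at any fold, with adjusted p at most 0.01 (Benjamini-Hochberg in limma), 3822 were higher and 5198 lower, and at the 3-fold threshold quantile normalization gave 418 and 300 and centring on the hybridization controls 932 and 105. The largest increase among those named in the tables was the mannose-binding lectin (AT1G78860.1) at 7.01 on the log2 scale, followed by glutamine-dependent asparagine synthase 1 (AT3G47340.1) at 6.75, expansin-like B1 (AT4G17030.1) at 6.10, peroxidase 2 (AT5G06720.1) at 6.08 and xylem serine peptidase 1 (AT4G00230.1), a protease, at 5.88. Among those named in the tables, the largest decreases were a protein of unknown function (AT1G64080.1) at -2.79 and the Sec14p-like lipid transfer transcript (AT1G01630.1) at -2.64, with the ribonuclease H-like transcript (AT2G04420.1) at -1.79 and the transporter of the major facilitator superfamily (AT5G62680.1) at -1.77.

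In the lintless line 634 transcripts differed between the stages, 399 higher and 235 lower at 10 dpa, a balance that centring on the hybridization controls turned to 318 higher and 324 lower and quantile normalization to 408 and 362. At any fold 3030 were higher and 3912 lower. Among the transcripts that the tables list, the largest increases were of xyloglucan endotransglucosylase/hydrolase 7 (AT4G37800.1) at 7.99, 7.67 and 6.30 on its 3 probe sets and of FASCICLIN-like arabinogalactan 7 (AT2G04780.2) at 6.01. The largest decreases among those listed were of transcripts that were higher in *Fl* than in *FL* at 0 dpa, with the protein of unknown function AT4G29780.1 at -4.71, a transcript with no homolog in the tables at -4.57, the Integrase-type ethylene response factor (AT1G19210.1) at -4.53 and -4.52 on a pair of probe sets and ROTUNDIFOLIA like 12 (AT4G13395.1) at -4.53. The real numbers of 843 and 634 stand against a highest of 0 in the other splits of the arrays of each line, with 1 of 10 splits reaching the real number in each, and the splits are too few for a share under 0.05.

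The poly-A controls, which are added to the RNA before labelling, differed by -0.40 between the *Fl* and *FL* arrays at 0 dpa and by 0.22 at 10 dpa on the log2 scale.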
